# Changes in DNA Methylation in *Arabidopsis thaliana* Plants Exposed Over Multiple Generations to Gamma Radiation

**DOI:** 10.3389/fpls.2021.611783

**Published:** 2021-03-31

**Authors:** Pol Laanen, Eline Saenen, Mohamed Mysara, Jorden Van de Walle, May Van Hees, Robin Nauts, Filip Van Nieuwerburgh, Stefan Voorspoels, Griet Jacobs, Ann Cuypers, Nele Horemans

**Keywords:** ionising radiation, DNA methylation, multigenerational, adaptation, epigenetics, whole genome bisulfite sequencing (WGBS), transposable elements

## Abstract

Previous studies have found indications that exposure to ionising radiation (IR) results in DNA methylation changes in plants. However, this phenomenon is yet to be studied across multiple generations. Furthermore, the exact role of these changes in the IR-induced plant response is still far from understood. Here, we study the effect of gamma radiation on DNA methylation and its effect across generations in young *Arabidopsis* plants. A multigenerational set-up was used in which three generations (Parent, generation 1, and generation 2) of 7-day old *Arabidopsis thaliana* plants were exposed to either of the different radiation treatments (30, 60, 110, or 430 mGy/h) or to natural background radiation (control condition) for 14 days. The parental generation consisted of previously non-exposed plants, whereas generation 1 and generation 2 plants had already received a similar irradiation in the previous one or two generations, respectively. Directly after exposure the entire methylomes were analysed with UPLC-MS/MS to measure whole genome methylation levels. Whole genome bisulfite sequencing was used to identify differentially methylated regions (DMRs), including their methylation context in the three generations and this for three different radiation conditions (control, 30 mGy/h, and 110 mGy/h). Both intra- and intergenerational comparisons of the genes and transposable elements associated with the DMRs were made. Taking the methylation context into account, the highest number of changes were found for cytosines followed directly by guanine (CG methylation), whereas only limited changes in CHG methylation occurred and no changes in CHH methylation were observed. A clear increase in IR-induced DMRs was seen over the three generations that were exposed to the lowest dose rate, where generation 2 had a markedly higher number of DMRs than the previous two generations (Parent and generation 1). Counterintuitively, we did not see significant differences in the plants exposed to the highest dose rate. A large number of DMRs associated with transposable elements were found, the majority of them being hypermethylated, likely leading to more genetic stability. Next to that, a significant number of DMRs were associated with genes (either in their promoter-associated region or gene body). A functional analysis of these genes showed an enrichment for genes related to development as well as various stress responses, including DNA repair, RNA splicing, and (a)biotic stress responses. These observations indicate a role of DNA methylation in the regulation of these genes in response to IR exposure and shows a possible role for epigenetics in plant adaptation to IR over multiple generations.

## Introduction

In the last decade, the role of epigenetics in stress responses of plants, as well as their effect on gene expression has gained more attention. Epigenetic modifications, such as DNA methylation, small interfering RNA (siRNA), and histone modifications, can alter the way chromatin is packaged and can be accessed (Boyko and Kovalchuk, 2008). As such, a change in epigenetic marks can have a great impact on overall genome stability and gene expression. For example, in *Arabidopsis thaliana* DNA repeats and transposable elements (TEs) are highly correlated with cytosine methylation, which is essential for genome integrity (Vaillant and Paszkowski, 2007; Brautigam and Cronk, 2018). Stress conditions can lead to epigenetic modifications and thereby alter genome stability as well as gene expression and thus epigenetic modifications might play a role in adaptation to these stressors (Horemans et al., 2019; Schmid et al., 2018). Alterations in DNA methylation, for example, have been implicated in plant responses to several stresses (i.e., salinity, pathogen, UV, drought, water, heat stress) (Dowen et al., 2012; Sahu et al., 2013; Kinoshita and Seki, 2014).

More recently, the role of epigenetics in plant responses to ionising radiation (IR) is gaining interest. Low levels of natural background IR are present everywhere on Earth as a result of cosmic radiation and naturally occurring radionuclides in the Earth’s crust. However, human activities have caused a significant increase in these dose rates and this can potentially have a negative impact on the environment (e.g., the nuclear accidents in Chernobyl and Fukushima). The IR stress responses in plants has been mainly studied on a phenotypical, physiological, biochemical, and genetic level. Some effects are still under debate such as the change in flowering induction, either by resulting in earlier or later flowering (Sax, 1955; Gunckel, 1957; Daly and Thompson, 1975; Kovalchuk et al., 2007; Hwang et al., 2016; Kryvokhyzha et al., 2018), or the effect on seed germination (Kumagai et al., 2000). Ionising radiation can have severe damaging biological effects either directly, by damaging biomolecules including DNA, or indirectly, by the production of reactive oxygen species (ROS) in the organism. These ROS are products of the radiolysis of, amongst others, water and these ROS will, when not scavenged by the plant’s antioxidative defence system, lead to oxidative stress and damage to e.g., DNA molecules. As a result, DNA damage occurs often in organisms exposed to IR (West et al., 2000; Esnault et al., 2010; Dona et al., 2013; Biermans et al., 2015; Van Hoeck et al., 2017). In order to protect itself from the harmful effects of IR, processes such as oxidative stress response (i.e., increase in antioxidants) and DNA repair mechanisms will be called upon by the organism (Esnault et al., 2010; Biermans et al., 2015; van de Walle et al., 2016; Einor et al., 2016; Volkova et al., 2017). Previous research has shown that IR also affects the epigenome, of which DNA methylation has been the most studied (for an overview see Horemans et al., 2019). Pine trees from sites contaminated by the Chernobyl accident showed a dose-rate dependent increase in global DNA methylation (Kovalchuk et al., 2003; Volkova et al., 2018). A similar observation was made in soybeans that have grown in the Chernobyl exclusion zone for seven generations (Georgieva et al., 2017). However, results from *A. thaliana* sampled along radiation gradients in the exclusion zone showed some contradicting findings, demonstrating either an overall hypermethylation or hypomethylation (Kovalchuk et al., 2004; Horemans et al., 2018).

It has been established that DNA methylation of TEs is a tool to regulate their activity and it is therefore common to find high levels of DNA methylation located in these regions (Rabinowicz et al., 2003; Ikeda and Nishimura, 2015). Additionally, TE relocation has been shown to be activated by IR amongst other stressors in *A. thaliana* (Wang et al., 2016). These TEs play an important role in genetic evolution as they can result in significant genetic changes by inversion, deletion, inactivating or activating genes (Muñoz-López and García-Pérez, 2010). IR-induced hypermethylation can be seen as a defence response to prevent genome instability by prohibiting reshuffling of genetic material, such as TEs (Kovalchuk et al., 2004; Boyko et al., 2007; Horemans et al., 2018; Volkova et al., 2018).

In addition to its importance in gene regulation, DNA methylation’s heritable character has recently gained interest for its potential role in acclimation and/or adaptation over generations to environmental stress conditions (Verhoeven et al., 2010; Boyko and Kovalchuk, 2011; Hauser et al., 2011; Mirouze and Paszkowski, 2011). Acclimation occurring in one generation as a method of overcoming changes in the environment or stressors has been widely studied in plants (de Azevedo Neto et al., 2005; Chinnusamy and Zhu, 2009; Chinnusamy et al., 2010). For instance, increased UV resistance was achieved by priming plants to low levels of chronic UV exposure (Hideg et al., 2013). This led to changes in antioxidant levels which enabled plants to cope better with increased oxidative stress induced by a second UV exposure. Similar indications of acclimation have been seen in plants in response to salinity and IR (Munns and Gilliham, 2015; Van Hoeck et al., 2017). Although the exact nature of priming is still not fully understood, previous studies have shown that epigenetics, including DNA methylation, and TEs might play a role in this priming mechanism (Espinas et al., 2016; Negin and Moshelion, 2020; Turgut-Kara et al., 2020). Adaptation over one or more generations to stress also remains under debate (Pecinka et al., 2009; Rasmann et al., 2012; Moller and Mousseau, 2016), nonetheless, a number of reports have demonstrated transgenerational adaptive stress responses in plants (Verhoeven and van Gurp, 2012; Suter and Widmer, 2013; Groot et al., 2016). However, with these studies it is important to keep in mind the difference between transgenerational studies, which explore the inherited effects over generations after exposure to stress in the first generation, and multigenerational studies, which explore the inherited effects over generations that are all exposed to a similar stress factor in each generation. Work on plant survival and reproduction in the Chernobyl exclusion zone, the Fukushima affected area, as well as studies done in lab conditions continue to contribute to the uncovering of a potential adaptation to IR exposure (Zaka, 2002; Geras’kin et al., 2005; Danchenko et al., 2009; Klubicova et al., 2012; Pozolotina et al., 2012; Rashydov and Hajduch, 2015; Georgieva et al., 2017; Kryvokhyzha et al., 2018). As mentioned, heritable epigenetic changes, such as DNA methylation, might play an important role in the adaptive responses to environmental stress (Schmid et al., 2018; Horemans et al., 2019).

To investigate the potential role of DNA methylation in plant responses to IR, exposure within one generation and over generations was performed in this study. It is hypothesised that IR induces a different cytosine DNA methylation profile in plants that are exposed compared to unexposed plants. Secondly, it is expected that plants with a different history in IR exposure will respond differently, in respect of DNA methylation, compared to plants that did not receive any prior IR exposure. In order to study this, we exposed three generations of *A. thaliana* plants [Parent (P0), Generation 1 (S1), Generation 2 (S2)] to five different dose rate conditions (natural background radiation (γ_0_), 30 mGy/h (γ_30_), 60 mGy/h (γ_60_), 110 mGy/h (γ_110_), and 430 mGy/h (γ_430_)) in a multigenerational experiment. First, the entire methylomes were analysed with UPLC-MS/MS to measure whole genome methylation levels. Secondly, whole genome bisulfite sequencing (WGBS) was used to identify differentially methylated regions (DMRs), including their methylation context. Based on this data, (1) both an intra- and intergenerational comparisons of the genes and TEs associated with the DMRs were made across the gamma radiation exposure conditions; and (2) a gene ontology enrichment was performed to discover the processes that might be regulated by IR-induced DNA methylation.

## Materials and Methods

### Plant Material and Gamma Treatment

In order to synchronise germination, *A. thaliana* (Columbia) seeds were vernalised on moist filter paper during 3 days at 4°C. The seeds of three different generations with a different irradiation background (2 weeks exposure to either γ_0_ = natural background radiation (control), γ_30_ = 30 mGy/h, γ_60_ = 60 mGy/h, γ_110_ = 110 mGy/h, or γ_430_ = 430 mGy/h) were used; P0 seeds originated from our standard seed stock and had never been irradiated, S1 seeds were harvested from the previously irradiated P0 plants and S2 seeds were harvested from previously irradiated S1 plants. This resulted in plants that had no previous history of irradiation (P0) and plants that already underwent the same gamma radiation treatments in one (S1) or two (S2) previous generations (Figure 1). Subsequently, the seeds were grown according to Vanhoudt et al. (2014) on cut-off plugs from 1.5 mL polyethylene centrifuge tubes filled with a Hoagland solution that was solidified with 0.6% agar and grown hydroponically in a growth cabinet (Snijders Scientific, Microclima 1000E) under a 14 h photoperiod (photosynthetically active radiation (PAR) of 200 μmol m^–2^ s^–1^ at the leaf level) with 65% humidity and a day/night temperature of 22°C/18°C. Roots were aerated during the entire course of the experiment and Hoagland solution was refreshed twice a week. When plants were 7 days old, their most vulnerable life stage for irradiation (Biermans et al., 2015), they were transferred to the irradiation unit of SCK CEN where they were exposed to gamma radiation during 14 days coming from a panoramical ^137^Cs-source. They were exposed to different dose rates (γ_30_ = 30 mGy/h, γ_60_ = 60 mGy/h, γ_110_ = 110 mGy/h, or γ_430_ = 430 mGy/h) of gamma radiation. These dose rate conditions were chosen based on previous experiments performed in our group. Under these conditions, *A. thaliana* plants exhibited radiation-induced biochemical and physiological changes, yet were still able to recover and produce viable following generations (Vanhoudt et al., 2010, 2014; Biermans et al., 2015; van de Walle et al., 2016). For each condition 2 containers containing 36 plants each, were used. After 14 days they received a total dose of, respectively, 7, 13, 29, and 156 Gy. During the irradiation period, plants were grown at 24°C and light was supplied by LED lights for 14 h photoperiodic period with a PAR of 200 μmol m^–2^ s^–1^ at the leaf level. Control plants were grown in a separate chamber at the same temperature and light conditions. After 14 days of irradiation fresh weight of plants was measured and the plant rosettes were harvested by snap-freezing them in liquid nitrogen and stored at −80°C until further analysis. Different treatments are indicated with a generation identifier and a treatment identifier. For example, P0γ_60_ refers to plants of the P0 generation that were exposed to the second gamma treatment (60 mGy/h), while S2γ_430_ refers to plants exposed to the highest dose rate (430 mGy/h) treatment in the S2 generation.

**FIGURE 1:**
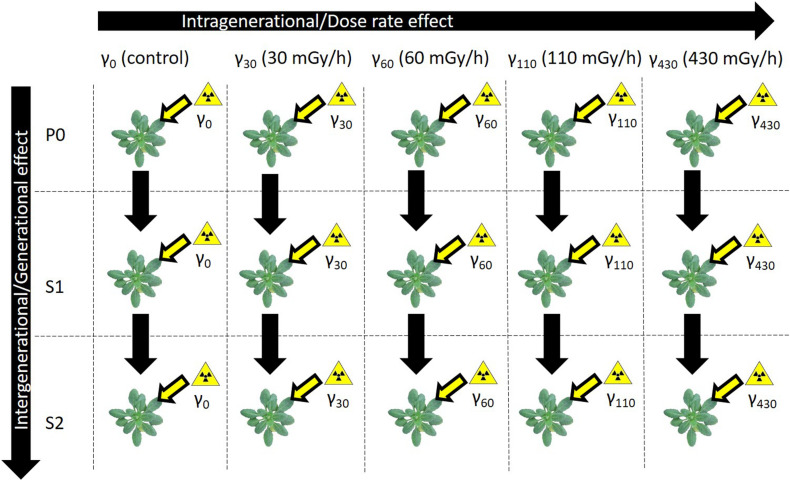
Schematic overview of the experimental set-up. Three generations of *A. thaliana* plants [Parent (P0), Generation 1 (S1), Generation 2 (S2)] were exposed to five different gamma dose rate conditions [natural background radiation (γ_0_), 30 mGy/h (γ_30_), 60 mGy/h (γ_60_), 110 mGy/h (γ_110_), and 430 mGy/h (γ_430_)]. S1 came from a previously exposed generation and S2 came from a line with two previously exposed generations.

### DNA Extraction

Frozen plant samples (50–100 mg) were ground using a Mixer Mill MM 400 (Retsch) for 3 min at 30 Hz prior to the extractions. DNA was extracted from the ground material using Zymo ZR Plant/Seed DNA MicroPrep^TM^ kit according to the manufacturers’ instructions. The DNA quantity and integrity were determined spectrophotometrically at 230, 260, and 280 nm (Nanodrop, Isogen Life Science, De Meern, The Netherlands) and via gel electrophoresis (Bioanalyser, Agilent Technologies, Santa Clara, CA, United States), respectively.

### Global Methylation

The overall 5 methylcytosine (5mC) percentage was determined via UPLC, using five biological replicates of each (generational and dose rate) condition. One μg of extracted DNA was digested for 2 h at 37°C using the DNA Degradase Plus protocol according to Zymo Research Corporation (United States) which allows for a quick generation of single nucleotides from total DNA. Concentrations of 2′-deoxycytidine (dC) and 5-methyl-2′-deoxycytidine (5mdC) were measured with an Acquity Ultra Performance Liquid Chromatography (UPLC) system (Waters, Milford, MA, United States) coupled to a PDA detector (Waters, Milford, MA, United States) and a Micromass Quattro Premier XE mass spectrometer (Waters, United States). Chromatograms were analysed using Masslynx software v4.1 (Waters, Milford, MA, United States). Levels of dC and 5mdC were calculated based on the corresponding standard curves. The relative content of 5mdC was expressed as a percentage (%5mdC) with respect to the total amount of cytosine (dC + 5mdC). Several quality control measures were in place during the analysis. From a home-extracted control *A. thaliana* DNA pool several samples were used to monitor the method precision. Further, control standards and method blanks were analysed. Duplicate analysis of samples was performed whenever possible.

The statistical analysis of the global DNA methylation levels was performed using the open source software package R (R i386 3.1.0, R Foundation for Statistical Computing, Vienna, Austria). The normal distribution and homoscedasticity of our data were tested with a Shapiro-Wilk and Bartlett test, respectively. A one-way ANOVA test was applied to results from one generation or one treatment to identify any statistical differences between treatments and generations, respectively. When significant differences (*p* < 0.05) were found, a Tukey HSD test was applied to identify the specific differences between groups.

### Bisulfite Sequencing

Three different treatments (γ_0_ = control, γ_30_ = 30 mGy/h, γ_110_ = 110 mGy/h) per generation (P0, S1, S2) were selected for sequencing. This resulted in a total of nine different conditions with five biological replicates for each condition. Concentration of the extracted DNA was measured using the “Quant-it Picogreen dsDNA assay kit” (Life Technologies, Grand Island, NY, United States). Subsequently, 400–600 ng of gDNA was fragmented to 300 bp using the Covaris S2 focused-ultrasonicator (Covaris, Woburn, Massachusetts, United States). The size of the fragmented DNA was checked on a High sensitivity DNA chip (Agilent Technologies, Santa Clara, CA, United States). Library preparation with NEBNext Ultra II DNA library prep kit (New England Biolabs, Ipswich, MA, United States) was performed using methylated adapters, according to the manufacturer’s protocol. Size selection on a 2% EX Agarose E-Gel (Thermo Fisher Scientific, MA, United States) was performed on the resulting library, making a 300–1,000 bp gel cut followed by a purification with the Gel DNA recovery kit (Zymo Research, Irvine, CA, United States). Bisulfite conversion was performed with the EZ DNA Methylation Gold kit (Zymo Research, Irvine, CA, United States) according to the manufacturer’s protocol, followed by an additional purification with AMPure XP beads (Beckman Coulter, Brea, CA, United States) (beads:sample ratio of 5:1). An enrichment PCR was performed with KAPA Hifi hotstart Uracil + Ready mix (Kapa Biosystems, Wilmington, MA, United States) in a 13 cycles PCR reaction, followed by a purification with AMPure XP beads (Beckman Coulter, Brea, CA, United States) (beads:sample ratio of 1:1). Libraries were quantified by qPCR, according to Illumina’s protocol ‘Sequencing Library qPCR Quantification protocol guide’, version February 2011. A High sensitivity DNA chip (Agilent Technologies, Santa Clara, CA, US) was used to control the library’s size distribution and quality. Sequencing was performed on 2 high throughput Illumina NextSeq 500 flow cells generating PE2 × 75 bp reads. The flowcells were clustered with 2.3 pM library and 15% Phix control library.

### Differentially Methylated Region Assignment and Annotation

CLC Genomics Workbench 20.0^1^ was used to analyse the data. The paired reads were mapped to the reference genome (TAIR10.31)^2^ with “*Map Bisulfite reads to reference*” module, using non-directional approach (applying the default parameters). Differentially methylated regions were assigned using “*Call methylation level”* module by doing all pairwise comparison within the same generation or within the same treatment dose (resulting in 18 sets of DMRs identified for the different comparisons). The default parameters were applied (while specifying the minimum high-confidence site-coverage = 5 and minimum number of samples = 3), reporting the methylation levels for CG, CHG, and CHH contexts separately. The *p*-values produced from ANOVA statistical modelling where corrected using Benjamini Hochberg approach (using *p.adjust* in R v 3.5.0). Annotation to the nearest genes was added to each of the DMRs using “*Annotate by nearby gene*” module, using reference genome’s genes set. Additionally, the annotation to the nearest transposable elements (TEs) was added with *closest* module in bedtools package, using the “TAIR10 transposable elements” data set (downloaded on 18/03/2020) from the TAIR website^2^.

### Differentially Methylated Region Filtering and Functional Analysis

The filtering criteria to find DMRs associated with either gene regions (promoter or gene body) or TEs, were a *p* ≤ 0.05 and at least 20% difference in their methylation levels (referred to as methylation difference). This cut-off was chosen in order to ensure a definite methylation difference was being studied. Here, the methylation difference is calculated by comparing either a higher dose rate with a lower dose rate (i.e., S1γ_0_ vs. S1γ_30_), or by comparing an older generation with a younger on (i.e., P0γ_30_ vs. S1γ_30_). A hypermethylated DMR in P0γ_30_ vs. S1γ_30_ means that the region in S1γ_30_ has a higher methylation level compared to that of P0γ_30_.

For the filtering in DMRs associated with promoter regions, we chose to filter for DMRs with a distance to the nearest gene of 2 kbp ≤ X > 0. For those associated with gene bodies the filter was set at a distance of 0 to the nearest gene. DMRs associated with TEs were found by filtering for a distance of 0 to the nearest TE. For the functional analysis of the genes with DMRs, either in their promoter regions or their gene bodies, a gene ontology (GO) term enrichment was done using Metascape (Zhou Y. et al., 2019). For the analysis of overlapping genes in our selected comparisons, we used an online Venn diagram tool^3^ where we used the genes per comparison result as input.

## Results

### At a Global Methylation Level the First Offspring Generation Showed the Highest Radiation Response

In the parent generation (P0) no significant dose rate dependent effects were seen on global methylation level (Figure 2). In the first generation (S1), however, dose rate dependent differences in comparison with control conditions were observed at the two highest dose rates γ_110_ and γ_430_. Also in the second generation (S2) a significantly higher global methylation level compared to the control plants was present, but only after exposure to the highest dose rate. The significant increase in methylation percentage in the S1 also resulted in significant increases between the S1 and the other two generations at these same dose rates. In addition, a deeper analysis of the samples using WGBS was performed and the global methylation level was calculated using the WGBS result (Supplementary Figure S1). In general, these data followed the UPLC-MS/MS data but showed a higher variation and thus no significant difference were found within the WGBS global methylation levels. The global weighted methylation levels, calculated using methods described in Schultz et al. (2012), are shown in the Supplementary Table S1. The global weighted methylation levels in this study did not significantly vary between treatments. For control values these are on average ∼30% CG, ∼13.5% CHG, and ∼6.8% CHH, which is in line with previous studies in which DNA methylation levels in *A. thaliana* leaves is studied (Niederhuth et al., 2016; Bartels et al., 2018; Zhou M. et al., 2019).

**FIGURE 2:**
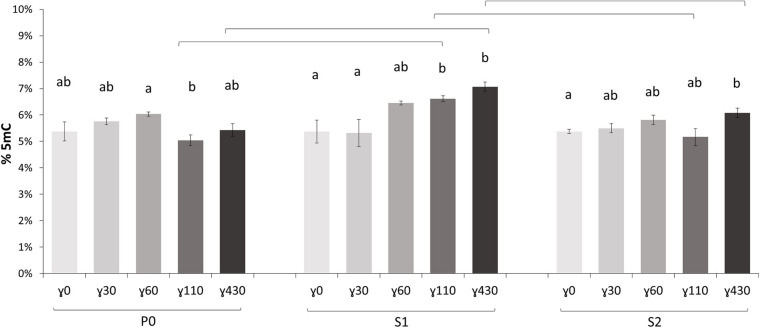
The global methylation percentage, determined with UPLC-MS/MS, of all generations [P0 (Parent generation), S1 (generation 1), S2 (generation 2)] of *A. thaliana* plants (γ_30_ = 30 mGy/h, γ_60_ = 60 mGy/h, γ_110_ = 110 mGy/h, and γ_430_ = 430 mGy/h). Values are represented relative to P0γ_0_ (effective values P0γ_0_ = 5.38%, S1γ_0_ = 4.88%, S2γ_0_ = 6.03%). Small letters indicate significant dose rate dependent differences (*p* < 0.05) within generations, brackets indicate significant (*p* < 0.05) differences at the same dose rate between generations. Measurements are an average ± SE of 5 biological replicates.

### Differentially Methylated Regions Are Predominantly Found in CG Methylation Context and at Lowest Dose Rate and Later Generations

For the WGBS analyses a limited set of three dose rates were used (γ_0_ = control, γ_30_ = 30 mGy/h, and γ_110_ = 110 mGy/h). 

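Whole genome bisulfite sequencing, in which unmethylated cytosines are converted and read as thymines, was carried out for 9 conditions, the P0, S1 and S2 generations each under γ0, γ30 and γ110. There were 5 samples per condition and 45 samples in all. Exposure lasted 14 days at 30 or 110 mGy/h, with total doses of 7 and 29 Gy in the paper. Plants were 7 days old at the start of the exposure according to the paper and 14 days old according to the sample labels. The authors mapped the reads to TAIR10.31, computed the methylation level of each group as a fraction in windows of 200 bp, tested pairs of groups and adjusted the p-values by the Benjamini-Hochberg method. They deposited 18 tables, 1 for each pairwise comparison, of which 10 hold DMRs and 8 hold a header line alone. Each table gives a level per group, without values per sample or coverage, so the spread between the samples of a group and the depth behind a level are unknown here. No interval on a single level could therefore be given. Since a window that overlaps several TEs is listed once for each of them, which applied to 71 windows, each window was counted once per comparison. The 3353 listed CG entries thus came to 3273 CG windows at 2331 different positions. Strands, exons and CG sites were taken from the RefSeq annotation of TAIR10.1 after a comparison of the builds. No listed CG window lacked a CG in that sequence, against 4.79% of all windows of the genome. Of 1172 gene-body windows with a matched gene name, 1168 overlapped that gene. Counting every listed entry instead changed the number of CG DMRs of S1γ30 vs. S2γ30 most among the comparisons in absolute terms, from 1844 to 1890.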

To check for global differences between generations or treatments, a pairwise comparison was performed looking for differences only between two different radiation treatments of the same generation (intragenerational) or two different generations for the same treatment (intergenerational). A distinction was made between the different methylation contexts for which the methylated cytosine (C) was either followed by a guanine (CG) or another nucleotide by a guanine (CHG) or not followed by a guanine (CHH).

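The listed CG differences ranged upwards from 20.0%, the authors' own threshold, and the largest adjusted p listed was 0.0500. The median absolute difference in methylation level was 0.349 for P0γ30 vs. S2γ30, 0.298 for S1γ30 vs. S2γ30, 0.312 for S1γ0 vs. S1γ30, 0.322 for S2γ0 vs. S2γ30, and 0.543 for the 14 windows of S1γ110 vs. S2γ110. A listed window held a median of 3 CG sites, whereas the median of all windows of the genome with a CG was 4.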

In Tables 1, 2, the number of differential hyper- and hypomethylated regions (DMRs), respectively, is represented accounting for a methylation difference of >20%. This cut-off was chosen in order to ensure a definite methylation difference was being studied. A more extensive overview of DMRs with different cut-offs of methylation differences (5, 10, and 30%) can be found in the Supplementary Tables S2–S5. 

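Above a methylation difference of 30%, the windows of S1γ30 vs. S2γ30 numbered 512 hypermethylated and 389 hypomethylated. For S2γ0 vs. S2γ30 there were 252 and 174 such windows, for P0γ30 vs. S2γ30 109 and 64, for P0γ30 vs. S1γ30 41 and 52, and for S1γ0 vs. S1γ30 34 and 38. A stricter adjusted p of at most 0.01 left 529 hypermethylated and 411 hypomethylated windows in S1γ30 vs. S2γ30, but 10 and 20 in S1γ0 vs. S1γ30.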

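In the CHG context 8 windows were listed, at 5 different positions, and in the CHH context 0. Because the tables hold only entries that passed the authors' thresholds, a count at an unadjusted p could not be given for CHH. The authors' deposited table for S1γ30 vs. S2γ30 lists a CHG window on chromosome 5 from 19830001 to 19830200, between genes and near LCR12, at 0.00696 in S1γ30 and 0.487 in S2γ30 (adjusted p = 0.000497). A CHG window on chromosome 5 from 1755001 to 1755200, between genes and 469 bp from AT5G05830, is hypermethylated in S2γ30 in the authors' deposited tables for P0γ30 vs. S2γ30, S1γ30 vs. S2γ30 and S2γ0 vs. S2γ30. Its difference there is 0.309, 0.315 and 0.288. In the pseudogene AT1G35130, the authors' deposited table for P0γ30 vs. S1γ30 lists a CHG window on chromosome 1 from 12847201 to 12847400 at 0.0194 in P0γ30 and 0.455 in S1γ30. The level of that window is 0.0225 in S2γ30 in the authors' deposited table for S1γ30 vs. S2γ30. The other CHG windows were hypomethylated, at AT3G29130 in S1γ30 against P0γ30 and in the pseudogene AT4G08136 in S2γ30 against S1γ30, with differences of -0.235 and -0.264 in the authors' deposited tables. The latter window is named for AT4G08138, which lies 5185 bp away.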

Highest differences were found for CG methylation, whereas only limited changes in CHG methylation occurred and no changes in CHH methylation were observed (Tables 1, 2). Furthermore, within the generations over the different dose rates (intragenerational), the largest number of DMR changes occurred between the γ_0_ and γ_30_ groups, with the majority occurring in S2 generation (i.e., 473 hypermethylated DMRs, 316 hypomethylated DMRs in S2γ_0_ compared to S2γ_30_). However, it is important to note that no significant changes are observed in the parent generation after exposure to IR. 

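Counted once each, S2γ0 vs. S2γ30 had 458 hypermethylated and 313 hypomethylated CG windows, and S1γ0 vs. S1γ30 had 66 and 63. Both comparisons were tested over nearly the same number of windows, 551237 and 536673, as recovered from the listed p and adjusted p. At the common unadjusted p of 1.247e-06, 130 windows of S2γ0 vs. S2γ30 and 35 of S1γ0 vs. S1γ30 were listed. Within the γ110 comparisons, S1γ30 vs. S1γ110 had 20 hypermethylated and 17 hypomethylated windows.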

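The tables for P0γ0 vs. P0γ30, P0γ0 vs. P0γ110 and P0γ30 vs. P0γ110 hold a header line alone, so each has 0 DMRs in every context. How many windows would pass an unadjusted p in these comparisons cannot be read from them.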

Intergenerationally, the largest number of (both hypo- as hypermethylated) DMRs occurred between generations after exposure to γ_30_, with the major change between S1γ_30_ vs. S2γ_30_ (1,057 hypermethylated DMRs in the second generation compared to the first generation, whereas 833 DMRs were found to be hypomethylated). 

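With each window counted once, S1γ30 vs. S2γ30 had 1033 hypermethylated and 811 hypomethylated CG windows, P0γ30 vs. S2γ30 had 170 and 102, and P0γ30 vs. S1γ30 had 91 and 93. The order of the comparisons was the same at the common unadjusted p, with 377, 113 and 42 windows. Joining neighbouring windows of the same direction gave 1814, 267 and 183 loci. The comparisons share groups. Of the 184 windows of P0γ30 vs. S1γ30, 114 were listed again in S1γ30 vs. S2γ30, all in the opposite direction, where 22.8 would be shared if the S1γ30 group alone differed by chance. Among the 272 windows of P0γ30 vs. S2γ30, 182 were listed in S1γ30 vs. S2γ30, all in the same direction, against 30.4 for chance values of the shared S2γ30 group. Chance values of a shared group would give the same directions, so only the counts tell against them.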

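No window was listed for P0γ0 vs. S1γ0, P0γ0 vs. S2γ0 and S1γ0 vs. S2γ0, nor for P0γ110 vs. S1γ110 and P0γ110 vs. S2γ110, whose tables hold a header line alone. For S1γ110 vs. S2γ110 there were 6 hypermethylated and 8 hypomethylated CG windows. The authors' deposited table for that comparison gives its largest increase on chromosome 5 from 17104401 to 17104600, in an exon and intron of AT5G42660, from 0 to 0.867 (adjusted p = 0.000705). Its largest decrease in the authors' deposited table lies on chromosome 5 from 16421801 to 16422000, in YSL4, from 0.871 to 0.0171, although the gene named there is NRPB12. Both windows hold 1 CG.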

Here, it is also clear that no changes occur in the γ_0_ group and few changes occur in the γ_110_ group.

**TABLE 1:** The number of hypermethylated DMRs (sorted by methylation context) that were identified after the comparison of the entire methylome of *A. thaliana*.

Hypermethylated							
Intragenerational (dose rate effects)				Intergenerational (generation effects)			

	CG	CHG	CHH		CG	CHG	CHH
P0γ_0_ vs. P0γ_30_	0	0	0	P0γ_0_ vs. S1γ_0_	0	0	0
P0γ_0_ vs. P0γ_110_	0	0	0	P0γ_0_ vs. S2γ_0_	0	0	0
P0γ_30_ vs. P0γ_110_	0	0	0	S1γ_0_ vs. S2γ_0_	0	0	0
S1γ_0_ vs. S1γ_30_	69	0	0	P0γ_30_ vs. S1γ_30_	92	1	0
S1γ_0_ vs. S1γ_110_	2	0	0	P0γ_30_ vs. S2γ_30_	176	1	0
S1γ_30_ vs. S1γ_110_	21	0	0	S1γ_30_ vs. S2γ_30_	1,057	2	0
S2γ_0_ vs. S2γ_30_	473	1	0	P0γ_110_ vs. S1γ_110_	0	0	0
S2γ_0_ vs. S2γ_110_	1	0	0	P0γ_110_ vs. S2γ_110_	0	0	0
S2γ_30_ vs. S2γ_110_	7	0	0	S1γ_110_ vs. S2γ_110_	6	0	0

*Eighteen pairwise comparisons were made either between generations [P0 (Parent generation), S1 (generation 1), S2 (generation 2)] for the same dose rate {γ_30_ (30 mGy/h), γ_110_ (110 mGy/h), γ_0_ [control condition (<0.1 μGy/h)] or between different dose rates of the same generation (Methylation difference of > 20%) (p ≤ 0.05)}.*

**TABLE 2:** The number of hypomethylated DMRs (sorted by methylation context) that were identified after the comparison of the entire methylome of *A. thaliana*.

Hypomethylated							
Intragenerational (dose rate effects)				Intergenerational (generation effects)			

	CG	CHG	CHH		CG	CHG	CHH
P0γ_0_ vs. P0γ_30_	0	0	0	P0γ_0_ vs. S1γ_0_	0	0	0
P0γ_0_ vs. P0γ_110_	0	0	0	P0γ_0_ vs. S2γ_0_	0	0	0
P0γ_30_ vs. P0γ_110_	0	0	0	S1γ_0_ vs. S2γ_0_	0	0	0
S1γ_0_ vs. S1γ_30_	64	0	0	P0γ_30_ vs. S1γ_30_	95	1	0
S1γ_0_ vs. S1γ_110_	0	0	0	P0γ_30_ vs. S2γ_30_	103	0	0
S1γ_30_ vs. S1γ_110_	17	0	0	S1γ_30_ vs. S2γ_30_	833	2	0
S2γ_0_ vs. S2γ_30_	316	0	0	P0γ_110_ vs. S1γ_110_	0	0	0
S2γ_0_ vs. S2γ_110_	5	0	0	P0γ_110_ vs. S2γ_110_	0	0	0
S2γ_30_ vs. S2γ_110_	8	0	0	S1γ_110_ vs. S2γ_110_	8	0	0

*Eighteen pairwise comparisons were made either between generations [P0 (Parent generation), S1 (generation 1), S2 (generation 2)] for the same dose rate {γ_30_ (30 mGy/h), γ_110_ (110 mGy/h), γ_0_ [control condition (<0.1 μGy/h)] or between different dose rates of the same generation (Methylation difference of > 20%) (p ≤ 0.05)}.*

### Differentially Methylated Regions Associated With Genes and Transposable Elements

For detailed analysis, DMRs were split up into those associated with the promoter associated region (<2 kbp upstream of the gene start), gene body, or TEs. Looking into the DMRs associated with the promoter region (Table 3), the highest number of affected genes (either hypo- of hypermethylated) are found over the γ_30_-exposed generations and more specifically in the second generation. Also between the control and γ_30_ dose rates, we see a higher number of DMRs associated with promoter regions. 

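Of the windows listed as promoter-associated, 313 hypermethylated and 244 hypomethylated belonged to S1γ30 vs. S2γ30 and named 301 and 235 different genes. P0γ30 vs. S2γ30 had 64 and 33 such windows, and P0γ30 vs. S1γ30 had 31 and 31. Over all comparisons, 908 of the 1038 promoter-associated windows had a gene name that could be matched to the annotation. Of these, 879 lay at lower coordinates than the named gene and 0 at higher coordinates, and 436 lay upstream of it by its strand. Inside a protein-coding gene of the annotation were 704 of the 1038 windows, or 67.8%. For S1γ30 vs. S2γ30, 231 of the 489 promoter-associated windows with a matched gene lay upstream by strand, and the windows within 2000 bp upstream of a protein-coding gene and outside any other numbered 152. The largest promoter-associated increase of P0γ30 vs. S2γ30 in the authors' deposited table lies on chromosome 2 from 17609601 to 17609800 and is named BHLH130, with 0.00862 in P0γ30 and 0.878 in S2γ30 (adjusted p = 1.73e-05). By the annotation this window, which holds 1 CG, is a coding exon of AT2G42270. The largest promoter-associated decrease of S1γ30 vs. S2γ30 in the authors' deposited table is near AT1G56423 on chromosome 1 from 21127201 to 21127400, from 0.786 to 0.0122, between genes and in the TE AT1TE69830.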

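Between γ0 and γ30, promoter-associated windows numbered 154 hypermethylated and 88 hypomethylated in S2 and 25 and 30 in S1. Of the 210 windows in S2 with a matched gene, 94 lay upstream of it by its strand, and of the 50 in S1, 25. The largest promoter-associated decrease of S2γ0 vs. S2γ30 in the authors' deposited table, from 0.915 to 0.0106, is named HVA22I and lies on chromosome 5 from 17013401 to 17013600. By the annotation it falls in an exon and intron of XRN2 and holds 1 CG.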

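In the gene-body class, S1γ30 vs. S2γ30 had 463 hypermethylated and 344 hypomethylated windows in 444 and 331 genes, P0γ30 vs. S2γ30 had 60 and 42 windows, and P0γ30 vs. S1γ30 had 37 and 34. The listed class followed the strand of the gene. Of the different windows that lay in plus-strand protein-coding genes only, 20 of 947 were listed as gene body, a share with a 95% exact confidence interval of 1.29 to 3.24%. In minus-strand genes only, 920 of 940 were so listed, or 97.9%. By the annotation, 1546 of the 1844 windows of S1γ30 vs. S2γ30, or 83.8%, overlapped a protein-coding gene, against 58.6% of all windows of the genome with a CG (Fisher's exact test, adjusted p = 3.72e-120, over 6 comparisons and 3 classes). Random windows with the same numbers of CG sites were in genes at a mean of 56.9%. Among windows listed as gene body, GRV2 held the largest increase of S1γ30 vs. S2γ30, on chromosome 2 from 11462801 to 11463000, with 0 and 0.916 in the authors' deposited table (adjusted p = 0.000393). The largest decrease in that class and comparison, at 4CLL6 on chromosome 4 from 10413201 to 10413400, is from 0.920 to 0.00763 in the authors' deposited table. Both windows hold 1 CG.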

A similar observation was made in DMRs associated with the gene body i.e., DMRs that overlap, at least partially, with the gene body sequence (Table 3), with a strong generation effect resulting in 345 hypo- and 464 hypermethylated DMRs between S1γ_30_ and S2γ_30_. Additionally, the biggest dose-rate dependent effect was observed in S2 with 140 and 189 hypo- and hypermethylated DMRs in S2γ_0_ vs. S2γ_30_. 

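Windows listed as gene body numbered 189 hypermethylated and 140 hypomethylated in S2γ0 vs. S2γ30 and 25 and 20 in S1γ0 vs. S1γ30. By the annotation, 644 and 98 windows of these comparisons overlapped a protein-coding gene. Of the windows listed as gene body, that of MLO8 had the largest increase of S2γ0 vs. S2γ30 in the authors' deposited table, on chromosome 2 from 7591801 to 7592000, with 0.0256 in S2γ0 and a difference of 0.874 (adjusted p = 0.000624). In AT5G15680 an intronic window on chromosome 5 from 5110001 to 5110200 had the largest decrease of this class, from 0.919 to 0.0168 in the authors' deposited table (adjusted p = 7.64e-05). In S1γ0 vs. S1γ30 the largest decrease of a listed gene-body window lies in emb2411, on chromosome 1 from 2830001 to 2830200, from 0.920 to 0 in the authors' deposited table, and the largest increase of such a window in AT1G51730, on chromosome 1 from 19186601 to 19186800, from 0.0661 to 0.655. Each of these windows holds 1 CG.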

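For S1γ30 vs. S1γ110, 12 hypermethylated and 6 hypomethylated windows were listed as gene body. S2γ30 vs. S2γ110 had 15 windows in all, S2γ0 vs. S2γ110 had 5 and S1γ0 vs. S1γ110 had 2. Of the 15 windows of S2γ30 vs. S2γ110, 13 were also listed in S2γ0 vs. S2γ30, all in the opposite direction, where 1.93 would be shared through chance values of S2γ30. Such chance values would give the opposite direction too. In the authors' deposited table, the largest increase of S2γ30 vs. S2γ110 is from 0.0168 to 0.880, in an intron of AT5G15680.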

Again, the highest dose rate (γ_110_) does not affect DMRs as strongly as γ_30_. A list of genes associated with DMRs in their promoter regions and/or gene bodies can be accessed through Gene Expression Omnibus (GEO), as specified in the “Data Availability Statement” section.

**TABLE 3:** Number of genes with differentially methylated regions (DMRs) (CG) found in the promoter associated regions (<2 kbp upstream), gene bodies, and transposable elements (TEs) of *A. thaliana* divided in hypo- and hyper methylation.

Intergenerational (generational effect)						
	Hypo			Hyper		
Comparison	Promoter associated region	Gene body	TEs	Promoter associated region	Gene body	TEs
P0γ_30_ vs. S1γ_30_	33	34	15	31	38	12
P0γ_30_ vs. S2γ_30_	34	42	5	69	60	35
S1γ_30_ vs. S2γ_30_	255	345	95	327	464	134
S1γ_110_ vs. S2γ_110_	0	3	0	5	1	3
**Intragenerational (dose rate effects)**						
S1γ_0_ vs. S1γ_30_	31	20	10	27	26	14
S1γ_0_ vs. S1γ_110_	0	0	0	1	0	0
S1γ_30_ vs. S1γ_110_	7	6	4	7	12	4
S2γ_0_ vs. S2γ_30_	90	140	23	165	189	75
S2γ_0_ vs. S2γ_110_	3	2	2	1	0	0
S2γ_30_ vs. S2γ_110_	2	2	1	1	3	0

*Methylation difference of > 20%) (p ≤ 0.05) {γ_30_ (30 mGy/h), γ_110_ (110 mGy/h), γ_0_ [control condition (<0.1 μGy/h)], P0 (Parent generation), S1 (generation 1), S2 (generation 2).*

The link between DMRs and TEs was studied by selecting for DMRs located within or at least overlapping with TE sequences. From this data it was observed that a large number of DMRs were associated with TEs, with the majority of them being hyper methylated (Table 3).

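The share of hypermethylated windows among those in TEs was 60.1% in S1γ30 vs. S2γ30 (110 of 183, 95% exact confidence interval 52.6 to 67.3%), 87.5% in P0γ30 vs. S2γ30 (28 of 32, 71.0 to 96.5%), 74.4% in S2γ0 vs. S2γ30 (58 of 78, 63.2 to 83.6%) and 55.0% in S1γ0 vs. S1γ30 (11 of 20, 31.5 to 76.9%). It was 45.8% in P0γ30 vs. S1γ30 (11 of 24, 25.6 to 67.2%) and 42.9% in S1γ30 vs. S1γ110 (3 of 7). These intervals treat windows as independent and do not cover the spread between plants.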

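Different TEs with hypermethylated windows numbered 130 in S1γ30 vs. S2γ30, 70 in S2γ0 vs. S2γ30 and 32 in P0γ30 vs. S2γ30, against 12 in P0γ30 vs. S1γ30 and 14 in S1γ0 vs. S1γ30. Those with hypomethylated windows numbered 95, 23, 5, 14 and 10 in the same order. The largest increase in a TE for S1γ30 vs. S2γ30 in the authors' deposited table, from 0.0190 to 0.869, lies between genes on chromosome 5 from 8530201 to 8530400 (adjusted p = 0.000212). This window holds 2 CG sites.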

Similar as to what is observed for genes associated with DMRs (either in the promoter region or the gene body), the second generation has the highest number of TEs associated with DMRs. In addition, the plants in the γ_30_ condition have a higher number of differentially methylated TEs compared to those in the control and γ_110_ groups. However, in the case of the TEs, there is a stronger link with hypermethylation than hypomethylation than was seen in the genes. 

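In the comparisons of γ30 with γ110, 7 windows in TEs were listed in S1 and 1 in S2. The comparisons of γ0 with γ110 had 0 in S1 and 1 in S2. On chromosome 2 from 3547201 to 3547400, the TE AT2TE15475 had the largest increase among windows in TEs of S2γ0 vs. S2γ30 in the authors' deposited table, from 0.0854 to 0.873 (adjusted p = 0.00837). AT4TE24045, on chromosome 4 from 5734001 to 5734200, had the largest decrease among them, from 0.855 to 0 in the authors' deposited table. Both windows hold 1 CG.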

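Windows in TEs were compared with all other windows of the same comparison by Fisher's exact test, two-sided and adjusted over 6 comparisons. In P0γ30 vs. S2γ30 the hypermethylated share was 59.2% outside TEs, 28.3 percentage points lower (exact adjusted p = 0.00949). The difference was 16.6 percentage points in S2γ0 vs. S2γ30, with 57.7% outside TEs (exact adjusted p = 0.0148). In S1γ30 vs. S2γ30 it was 4.54 percentage points, with 55.6% outside TEs, and did not pass (exact adjusted p = 0.544). P0γ30 vs. S1γ30 and S1γ30 vs. S1γ110 had differences of -4.17 and -13.8 percentage points, which did not pass either (exact adjusted p = 0.827 for both). Against the gene-body windows outside TEs, the difference was 30.4 percentage points in P0γ30 vs. S2γ30 (exact adjusted p = 0.00873). In S2γ0 vs. S2γ30 it was 16.9 percentage points (exact adjusted p = 0.0196). It did not pass in S1γ30 vs. S2γ30, with 2.97 percentage points (exact adjusted p = 0.760), or in S1γ0 vs. S1γ30, with 0.455. Differences of -7.11 in P0γ30 vs. S1γ30 and -23.8 in S1γ30 vs. S1γ110 did not pass either. The comparisons that passed, P0γ30 vs. S2γ30 and S2γ0 vs. S2γ30, share the S2γ30 group and 202 of all their windows, so they are not separate support. These tests treat windows as independent.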

A list of the affected TEs can be accessed through Gene Expression Omnibus (GEO), as specified in the “Data Availability Statement” section. 

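By chromosome, P0γ30 vs. S2γ30 had 38.6% of its windows on chromosome 5, which holds 22.7% of the windows of the genome with a CG (exact binomial test, adjusted p = 1.28e-07, over 6 comparisons and all chromosomes). S1γ0 vs. S1γ30 had 43.4% on chromosome 1, which holds 25.4% (adjusted p = 7.48e-05, same exact test). For S2γ0 vs. S2γ30 the shares were 27.5% on chromosome 5 and 13.0% on chromosome 3, against 22.7% and 19.8% of the genome (exact adjusted p = 0.00968 and 7.65e-06), and 19.5% on chromosome 4, against 15.6% (exact adjusted p = 0.0198). Chromosome 3 also held fewer windows of P0γ30 vs. S2γ30, with 11.4%, and of S1γ30 vs. S2γ30, with 14.8% (exact adjusted p = 0.00193 and 4.71e-07). The binomial test treats windows as independent, yet 70 windows of P0γ30 vs. S2γ30 lay in a single span of 5 Mb on chromosome 5. The comparisons with S2γ30 also share that group and many windows, so their chromosome shares are not separate results. Pericentromeric windows, taken as the stretch of each chromosome with the least protein-coding sequence, made up 6.74% of the windows of S2γ0 vs. S2γ30 and 16.9% of the genome (Fisher's exact test, adjusted p = 3.19e-16).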

The global methylation level including the location of the DMRs per chromosome for S2γ_0_ vs. S2γ_30_, as identified in this analysis, is represented in Figure 3, similar representations for the comparisons P0γ_30_ vs. S1γ_30_, P0γ_30_ vs. S2γ_30_, and S1γ_30_ vs. S2γ_30_ can be found in the Supplementary Figures S2–S4. The average methylation levels over the different regions of the genome (<2 kb upstream promoter-associated region, gene body, and the region 2 kb downstream from the gene) per condition and per methylation context are presented in the Supplementary Figure S5. As expected, CG methylation is the biggest contributor in the gene methylation.

**FIGURE 3:**
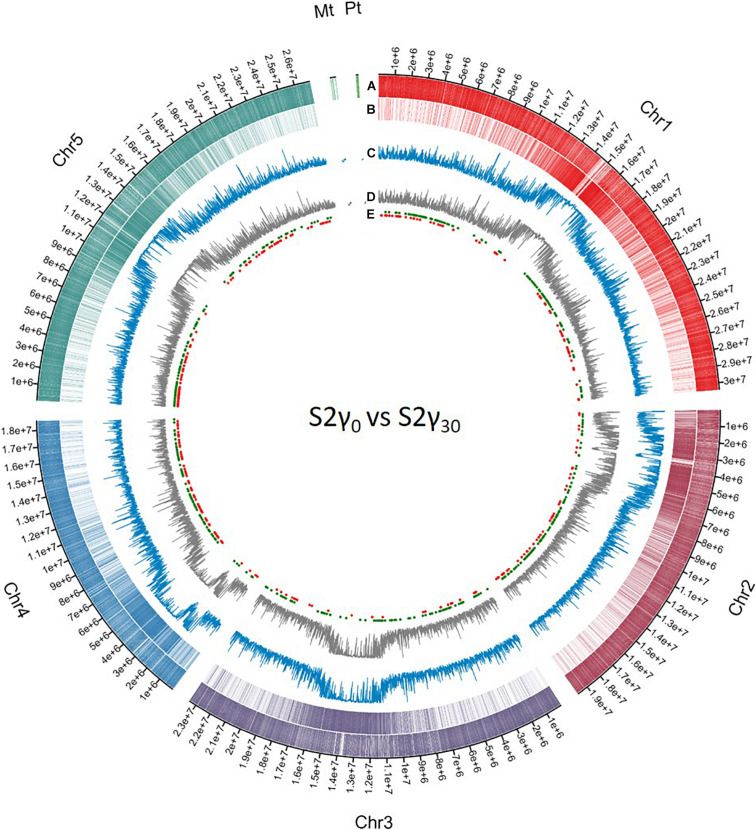
Circos representation of DNA methylation locations on the different chromosomes and the mitochondrial genome (Mt) and the plastid (Pt) coming from whole genome bisulfite sequencing data. The first **(A)** and second layer **(B)** represent the genes and transposable elements per chromosome, respectively, differently coloured per chromosome. The third **(C)** and fourth **(D)** layer display the methylation level averaged over a window of 10,000 bp for S2γ_30_ and S2γ_0_, respectively, y-axis from 0 to 1. The fifth layer **(E)** shows the different differentially methylated regions (DMRs) as identified in the current analysis, hypermethylated and hypomethylated DMRs are represented by green dots and red dots, respectively. Circos plot was created using Circa software (http://omgenomics.com/circa).

### Genes With Differentially Methylated Regions Linked to Stress Responses

The gene ontology (GO) term enrichment of genes associated with DMRs was split between those with affected promoter regions and those with affected gene bodies. Each was also divided into hypo- and hypermethylated DMRs. The location of DNA methylation in respect to a gene is important to its regulatory function, as DMRs located in the promoter-associated region will have a different effect than those found in the gene body. By looking at these DMRs individually based on their location, it will give a better insight into the biological processes that are affected after exposure to IR in specific generations (intragenerational, different dose rates) or over three generations (intergenerational, within one dose rate).

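Enrichment was examined here with word lists applied to the gene descriptions of the annotation, since the GO assignments were not used here. The lists held 103 genes for DNA repair, 75 for RNA splicing, 59 for the ribosome and rRNA and 188 for chromosome organisation among 27444 protein-coding genes. Each was compared with 10000 random gene lists matched on gene length. Of the 235 genes with hypomethylated promoter-associated windows in S1γ30 vs. S2γ30, 176 could be matched and tested. The ribosome and rRNA list had 0 genes among them, where 0.366 were drawn on average (permutation p = 1). Of all 48 tests, over 3 comparisons, both regions, both directions and 4 lists, 0 had an adjusted p under 0.05 and 0 an unadjusted p under 0.05. Few genes were drawn on average, at most 3.78 in any of these tests, so their power was low. A word list without an excess therefore does not argue against a GO term of the paper.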

In the intergenerational GO enrichment analysis for promotor regions (Figure 4), an enrichment for “ribosome biogenesis” and “rRNA processing” was observed in the hypomethylated DMRs in promotor regions between S1γ_30_ vs. S2γ_30_. For the hypermethylated DMRs in the promoter regions, an enrichment for “RNA splicing” is observed in P0γ_30_ vs. S2γ_30_ (Figure 4). 

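Among the 59 genes named for hypermethylated promoter-associated windows in P0γ30 vs. S2γ30, 45 were tested, and the RNA splicing list had 1, AT3G56790, where 0.115 were drawn on average (permutation p = 0.108, adjusted p = 1). Its window, on chromosome 3 from 21032401 to 21032600, had a level of 0.00533 in P0γ30 and 0.205 in S2γ30 in the authors' deposited table (adjusted p = 0.0272). It lies 1177 bp beyond the end of the minus-strand gene AT3G56790, in a coding exon of AT3G56780.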

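For S2γ0 vs. S2γ30, the RNA splicing list had 0 of the 111 genes tested for hypermethylated promoter-associated windows, with 0.315 drawn on average (permutation p = 1). Other word lists had 1 gene for DNA repair and 2 for chromosome organisation there (permutation p = 0.357 and 0.158). No word list was made for transcription by RNA polymerase II.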

An enrichment for “RNA splicing” is also observed in the intragenerational analysis (S2γ_0_ vs. S2γ_30_) of hypermethylated DMRs in the promoter regions along with an enrichment for the “positive regulation of transcription by RNA polymerase II” (Figure 4). The intragenerational analysis of hypomethylated DMRs in the promoter-associated regions yielded no significantly enriched GO terms.

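The 67 genes tested for hypomethylated promoter-associated windows of S2γ0 vs. S2γ30 included 1 of the RNA splicing list, AT5G18810 (permutation p = 0.187), and 0 of the other lists.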

**FIGURE 4:**
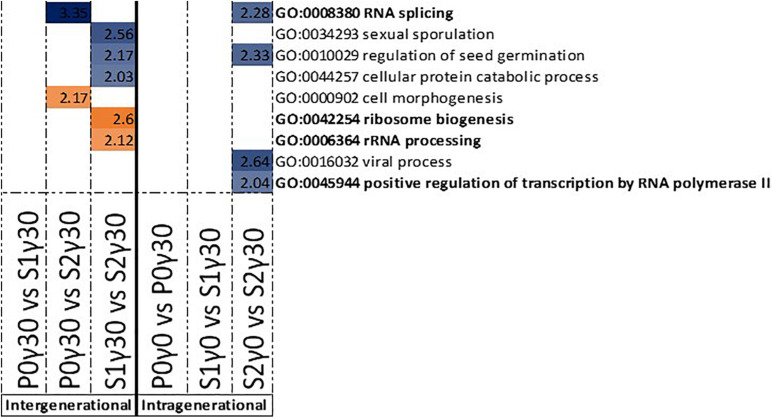
Gene ontology (GO) term enrichment for hypo- and hypermethylated DMRs in the promoter-associated regions of *Arabidopsis thaliana* for the intergenerational comparisons P0γ_30_ vs. S1γ_30_, P0γ_30_ vs. S2γ_30_, and S1γ_30_ vs. S2γ_30_ (on the left), and the intragenerational comparisons P0γ_0_ vs. P0γ_30_, S1γ_0_ vs. S1γ_30_, S2γ_0_ vs. S2γ_30_ (on the right) {γ_30_ (30 mGy/h), γ_0_ [control condition (<0.1 μGy/h)], P0 (Parent generation), S1 (generation 1), S2 (generation 2)}. S1 came from a previously exposed generation and S2 came from a line with two previously exposed generations. The –log_1__0_(P) value is shown and shaded according to its value per GO term, blue represents hypermethylation, whereas orange represents hypomethylation. GO terms highlighted in bold are those discussed in this paper.

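In the gene bodies hypermethylated in P0γ30 vs. S2γ30, 1 of the 50 genes tested was on the chromosome organisation list, AT5G18620, with 0.588 drawn on average (permutation p = 0.451, adjusted p = 1). The DNA repair list had 1, BRCA2B (permutation p = 0.317).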

For the DMRs in gene bodies, the intergenerational GO term analysis of the hypermethylated DMRs shows an enrichment for “chromosome organisation” in the comparison between the second generation and previously unexposed plants of the parent generation (P0γ_30_ vs. S2γ_30_) (Figure 5). Between the second generation and first generation (S1γ_30_ vs. S2γ_30_), an enrichment for “cell plate formation in plant-type cell wall biogenesis,” “double-strand break repair,” and “trichrome branching” is observed in the hypermethylated DMRs (Figure 5). 

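Of 368 genes tested with hypermethylated gene-body windows in S1γ30 vs. S2γ30, the DNA repair list had 3, AT2G31320, AT3G43930 and AT5G01630, where 2.38 were drawn on average (permutation p = 0.427, adjusted p = 1). Of the gene-body windows with a matched gene in this comparison, 677 named a minus-strand gene and 9 a plus-strand gene.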

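The DNA repair list had 4 of the 268 genes tested with hypomethylated gene-body windows in S1γ30 vs. S2γ30, AT1G60930, AT3G02540, AT4G02460 and AT5G23520, with 1.73 drawn on average. The permutation p of 0.0943 was the smallest of the 48 tests. Without matching on gene length it was 0.0197, with an adjusted p of 0.946.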

For the hypomethylated DMRs of the gene bodies an enrichment for “plastoquinone biosynthetic process,” “cellular response to DNA damage stimulus,” “negative regulation of flower development,” and “tetraterpenoid biosynthesis” is observed, in the comparison between the first and second generation of γ_30_-exposed plants (S1γ_30_ vs. S2γ_30_) (Figure 5).

**FIGURE 5:**
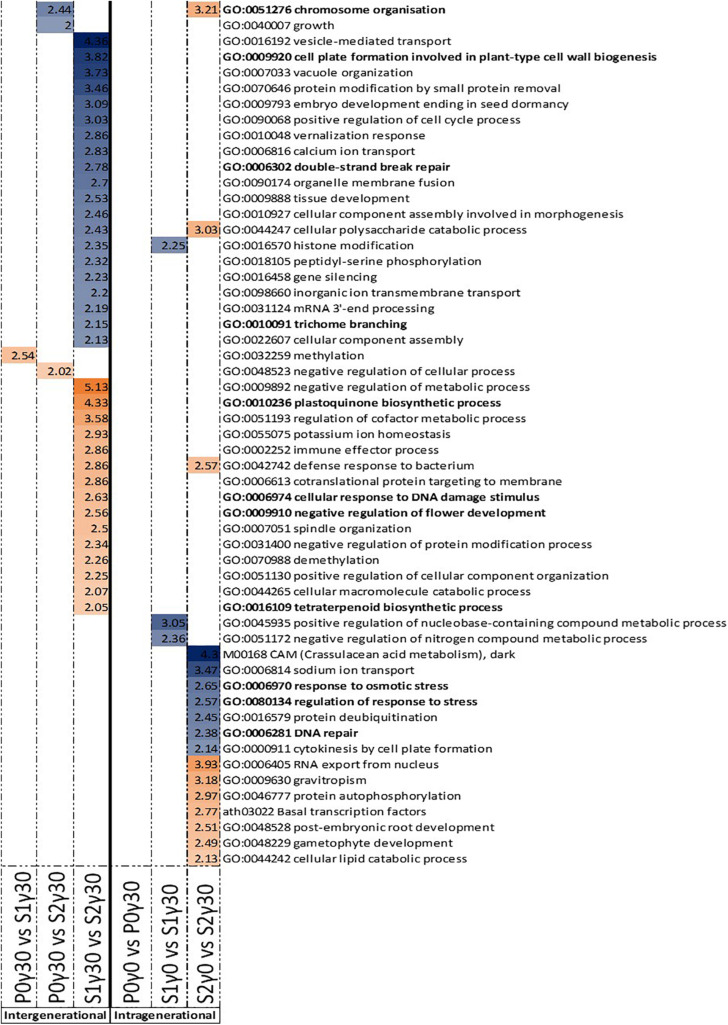
Gene ontology (GO) term enrichment for hypo- and hypermethylated DMRs in the gene bodies of *Arabidopsis thaliana* for the intergenerational comparisons P0γ_30_ vs. S1γ_30_, P0γ_30_ vs. S2γ_30_, and S1γ_30_ vs. S2γ_30_ (on the left), and the intragenerational comparisons P0γ_0_ vs. P0γ_30_, S1γ_0_ vs. S1γ_30_, S2γ_0_ vs. S2γ_30_ (on the right) {γ_30_ (30 mGy/h), γ_0_ [control condition (<0.1 μGy/h)], P0 (Parent generation), S1 (generation 1), S2 (generation 2)}. S1 came from a previously exposed generation and S2 came from a line with two previously exposed generations. The –log_1__0_(P) value is shown and shaded according to its value per GO term, blue represents hypermethylation, whereas orange represents hypomethylation. GO terms highlighted in bold are those discussed in this paper.

The intragenerational GO enrichment analysis of the hypermethylated DMRs associated with gene bodies shows an enrichment for the “response to osmotic stress,” “regulation of response to stress,” and “DNA repair” in the comparison within the second generation between the control plants and γ_30_-exposed plants (S2γ_0_ vs. S2γ_30_) (Figure 5). 

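Of the 159 genes tested with hypermethylated gene-body windows in S2γ0 vs. S2γ30, 1 was on the DNA repair list, with 1.07 drawn on average (permutation p = 0.660).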

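The chromosome organisation list had 0 of the 110 genes tested with hypomethylated gene-body windows in S2γ0 vs. S2γ30, where 1.29 were drawn on average (permutation p = 1).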

In the hypomethylated DMRs in the gene bodies an enrichment for “chromosome organisation” is observed in the second generation between the control and γ_30_ group (S2γ_0_ vs. S2γ_30_) (Figure 5).

In the Supplementary Figures S6, S8 Venn diagrams of overlapping genes (for both those affected by promoter associated DMRs and those with gene body associated DMRs) between the different comparisons within γ_30_ (P0γ_30_ vs. S2γ_30_, P0γ_30_ vs. S1γ_30_, S1γ_30_ vs. S2γ_30_) can be found. Additionally, the GO enrichment can be found of those overlapping genes (Supplementary Figures S7, S9). Only a small overlap is observed over the three generations for differentially methylated promoter regions (Supplementary Figure S6 and Supplementary Tables S6, S7), except for those in P0γ_30_ vs. S2γ_30_ and S1γ_30_ vs. S2γ_30_. 

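For promoter-associated windows, P0γ30 vs. S1γ30 and P0γ30 vs. S2γ30 shared 1 gene with hypermethylation and 2 with hypomethylation, and P0γ30 vs. S1γ30 and S1γ30 vs. S2γ30 shared 0 in either direction. All genes of Tables S6 and S7 were found in the deposited tables with the direction and region given.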

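P0γ30 vs. S2γ30 and S1γ30 vs. S2γ30 had 36 genes in common with hypermethylated and 19 with hypomethylated promoter-associated windows. Because both comparisons contain S2γ30, chance values of that group alone would give 12.2 and 6.71 shared genes. Lists drawn independently would share 0.647 and 0.283. Above a methylation difference of 30%, 20 and 9 genes were shared.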

Here, 19 overlapping genes with hypomethylated DMRs in their promoter regions and 18 with hypermethylated DMRs in their promoter regions are found (Supplementary Figures S6A,B). This overlap of genes with hypermethylated DMRs in their promoter regions shows an enrichment for “RNA splicing,” thereby showing that there is an involvement of IR-induced DNA methylation in the regulation of this process (Supplementary Figure S7). 

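The splicing gene of the word list within this overlap, AT3G56790, had a level of 0.00513 in S1γ30 at the window named for it in the authors' deposited table (adjusted p = 0.00786). Its distance to the minus-strand gene places it beyond the end of that gene rather than at its start.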

The hypomethylated ones are enriched for “cell differentiation,” a regular day-to-day process (Supplementary Figure S7). 

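In gene bodies, P0γ30 vs. S2γ30 and S1γ30 vs. S2γ30 shared 49 genes with hypermethylated windows, of which 47 were not in P0γ30 vs. S1γ30, and 28 genes with hypomethylated windows. Chance values of the S2γ30 group would give 15.5 and 9.89. With genes taken from the annotation in place of the listed names, 102 and 64 genes were shared. AT1G10320 and VIP4 were hypermethylated in all 3 comparisons, though not at the same windows. For VIP4, the authors' deposited table for P0γ30 vs. S1γ30 lists an intronic window on chromosome 5 from 24605401 to 24605600, at 0.00749 and 0.448. In the authors' deposited table for P0γ30 vs. S2γ30 the VIP4 window is that from 24606001 to 24606200, at 0.0112 and 0.317. AT1G10320 on chromosome 1 is listed in the authors' deposited tables from 3385001 to 3385200 for P0γ30 vs. S1γ30 and from 3386801 to 3387000 for the comparisons with S2γ30.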

The study into any overlap in genes with DMRs in their gene bodies over the three generations in the γ_30_ condition showed a similar result with most of the overlap occurring between P0γ_30_ vs. S2γ_30_ and S1γ_30_ vs. S2γ_30_ (28 hypomethylated and 47 hypermethylated) (Supplementary Figures S8A,B). The GO enrichment study for these genes shows an enrichment for “response to osmotic stress” and “DNA repair” (Supplementary Figure S9).

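BRCA2B, a DNA repair gene on the minus strand of chromosome 5, had a hypermethylated window from 238601 to 238800 with 4 CG sites in an exon and intron. In the authors' deposited tables its level is 0.00778 in P0γ30, 0.00800 in S1γ30 and 0.218 in S2γ30 (adjusted p = 0.00147 and 0.000419 against S2γ30). RECQL4B, a RecQ helicase gene, had a hypomethylated window on chromosome 1 from 22435801 to 22436000, at 0.414 in P0γ30, 0.435 in S1γ30 and 0.187 in S2γ30 in the authors' deposited tables.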

## Discussion

It was hypothesised that the exposure to IR would induce DNA methylation changes in plants and that these DNA methylation profiles differ between generations with a different IR exposure history. Based on the UPLC-MS/MS analysis a significantly increased global methylation level is observed mainly in the first generation (S1) plants, which were exposed to IR compared to the parent generation but decreased again in the following generation (S2) (Figure 2). Additionally, the parent generation and second generation showed no significant differences compared to each other, hereby indicating that when considering global methylation levels changes in methylation percentage predominantly happen in the exposed first generation (S1). Such a strong response in S1 would fit with findings of a previous study, where oxidative stress and cell wall-related enzyme activity was also increased in the exposed first generation of *A. thaliana* plants (van de Walle et al., 2016). A study done on *Daphnia magna* exposed to chronic gamma radiation, also showed an increase in the number of DNA methylation changes in the first generations which tapered off in later generations (Trijau et al., 2018).

By analysing the number of DMRs as identified after WGBS (Tables 1, 2), most DMRs were found in both IR-exposed S1 and S2 and no DMRs were observed in the non-exposed plants over the different generations. 

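P0γ30 vs. S2γ30 and S2γ0 vs. S2γ30 had 202 windows in common, or 74.3% of the former, where chance values of the shared S2γ30 group would give 17.7. In common to P0γ30 vs. S1γ30 and S1γ0 vs. S1γ30 were 45 windows, or 24.5% of the former, against 4.09 for chance values of S1γ30.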

As no stress-induced responses are expected between control groups, these findings validate the control group. However, also no DMRs are identified in the parent generation after exposure to IR which is comparable to the results on global methylation (UPLC-MS/MS). Taken together both the data of the UPLC-MS/MS and those obtained after WGBS thus indicate that, at least within the current set-up, there is a need for an initial exposure that acts as a form of priming in which a first exposure will only elicit a response in the following generation or exposure. 

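S1γ30 vs. S2γ30 and S2γ0 vs. S2γ30 had 456 windows in common. From its UPLC-MS/MS and sequencing data together, the paper reasons that, at least in its set-up, plants need an initial exposure as a form of priming, and that a response follows only in the next generation or exposure.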

A similar initial priming was observed in previous studies for plants in response toward predators as well as other (a)biotic stresses (van Hulten et al., 2006; Rasmann et al., 2012; Lamke and Baurle, 2017; Thomas and Puthur, 2017; Baurle, 2018). 

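The windows of P0γ30 vs. S1γ30 and of P0γ30 vs. S2γ30 were largely different ones, with 6 in common, or 3.26% of the former, where chance values of the shared P0γ30 would give 6.82. Between S2γ0 vs. S2γ30, with 771 windows, and S1γ30 vs. S2γ30, the shared windows all went in the same direction and made up 59.1% of the former, and chance values of S2γ30 would give 65.9 windows. The direction would be the same for such chance values, so only the number of windows departs from them.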

The fact that the second generation (S2) generally shows a markedly higher number of DMRs than the other two generations (Tables 1, 2) after exposure to IR, indicates the presence of a generation-dependent dose-rate effect. This could point towards an ongoing adaptive response, which will likely reach an equilibrium over a number of generations. The strong response found in the WGBS data in S2 is potentially not picked up in the UPLC-MS/MS data which only gives a global DNA methylation percentage in which local hypo- and/or hypermethylation changes will cancel each other out, and therefore are not taken into account.

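The number of tested windows could be recovered for 3 of the comparisons with γ110 and was 532420 for S1γ30 vs. S1γ110, 550993 for S2γ30 vs. S2γ110 and 546855 for S1γ110 vs. S2γ110. For the comparisons of γ0 with γ110 it could not be recovered. At the common unadjusted p, S2γ30 vs. S2γ110 had 15 windows and S1γ30 vs. S1γ110 had 9.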

For the DMRs of the S1 and S2 generation, no clear dose-rate dependent response was found (Tables 1, 2) in contrast the strongest effects were observed in the lower dose rate (γ_30_) compared to the control condition (γ_0_) and very little DMRs were present in the comparisons with γ_110_ (Tables 1, 2). Nonetheless, the plants in the γ_110_ group did show a normal growth (and biomass) similar to the other plants, as was also seen under the same conditions and set-up by van de Walle et al. (2016). This lack of DMRs in the highest dose rate (γ_110_) could indicate that a certain threshold is crossed at which the plants switch to a different method of coping with the IR exposure. Kumagai et al. (2000) found some potential indications of the existence of such a threshold when studying seed germination of *A. thaliana* plants irradiated at different dose rates. They saw a gradual decrease in germination rate with increasing dose rate (2–9 kGy), however, at a certain dose rate (10 kGy) the germination rate suddenly dropped to zero. Comparably, IR-exposed *Lemna minor* plants shifted from acclimation to a survival strategy by expressing higher levels of antioxidant defence and DNA repair genes, at the higher dose rates (>232 mGy/h) (Van Hoeck et al., 2017). A transient response has also been observed in response to other stress conditions, such as salinity and UV-B irradiation (Munns and Gilliham, 2015; Mosadegh et al., 2019). Based on the current experimental design it is hypothesised that DNA methylation plays a more prominent role in the regulation of the plant response to lower dose rates than the higher ones. This hypothesis however, needs further testing for more doses and/or time points or confirming it in other plant species.

From the intra- and intergenerational comparison across different gamma exposure conditions, it is clear that most changes occur in the CG methylation context (Tables 1, 2). 

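By comparison, CHG windows numbered 4 in S1γ30 vs. S2γ30, 2 in P0γ30 vs. S1γ30, and 1 each in P0γ30 vs. S2γ30 and S2γ0 vs. S2γ30.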

Only a limited number of CHG DMRs are present and no changes in CHH methylation were observed. The fact that IR seems to only affect CG methylation is an interesting discovery. Research has shown that in plants the environmental stress conditions can affect each methylation context differently (Niederhuth and Schmitz, 2017; Bartels et al., 2018). A study done on pathogen stress in *A. thaliana*, for instance, showed that upon infection CG and CHG levels were similar to the control group, whereas CHH methylation varied more among the samples, thereby showing CHH methylation to be more responsive to this biotic stress inducing agent (Dowen et al., 2012). Other studies showed differential DNA methylation contexts as a result of abiotic stress, e.g., differential DNA methylation in the CHH context as a result of cold stress in *Antirrhinum majus* (Hashida et al., 2006), or drought stress in *Solanum lycopersicum* (González et al., 2011), or in the CHG context as a result of salinity stress in *Mesembryanthenum crystallinum* (Dyachenko et al., 2006). This indicates that more research is needed to clarify the specific role of the cytosine methylation context in the response to stress. However, CG methylation has been shown to be very stable compared to the other methylation contexts and inheritance of CG methylation has been observed to play a key role in transferring epigenetic information to the following generations (Saze et al., 2003; Vaillant and Paszkowski, 2007). Hence, as mainly CG methylation was observed here, a potential inheritable epigenetic IR-stress response is occurring. The exact molecular mechanism behind this preference for CG methylation is yet to be studied, however, the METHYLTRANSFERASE1 (MET1) might play a role in this. MET1 is the CG methylation maintenance methyltransferase in *A. thaliana* and is also involved in *de novo* DNA methylation (Finnegan and Kovac, 2000; Gehring and Henikoff, 2008). The link with IR-stress response has already been made in a previous study where they saw an upregulation of MET1, as well as CMT3 (CHROMOMETHYLASE 3) and SUVH5 [SU(VAR)3-9 HOMOLOG 5] in *A. thaliana* plants exposed to IR (Sidler et al., 2015). In addition, there is a possibility that DNA glycosylase/AP lyase ROS1 plays a role in the active demethylation of different methylation contexts (Kim et al., 2019). However, as ROS1 does not only target CG methylation but also CHG and CHH contexts, be it at lower rates, it cannot be solely responsible for this CG methylation preference (Gong et al., 2002; Agius et al., 2006; Morales-Ruiz et al., 2006; Tang et al., 2016; Kim et al., 2019).

In general more hypermethylated than hypomethylated DMRs were observed in the current study. This corresponds with earlier reports where the offspring of stressed plants showed hypermethylation under salt stress, pathogens, and IR stress (Kovalchuk et al., 2003; Boyko et al., 2007; Bilichak et al., 2012; Volkova et al., 2018) and is consistent with the higher global methylation level as determined by UPLC-MS/MS. 

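The hypermethylated share of CG windows, tested against an even split by a two-sided exact binomial test and adjusted over 6 comparisons, was 62.5% in P0γ30 vs. S2γ30 (95% exact confidence interval 56.5 to 68.3%, adjusted p = 8.92e-05). It was 59.4% in S2γ0 vs. S2γ30 (55.8 to 62.9%) and 56.0% in S1γ30 vs. S2γ30 (53.7 to 58.3%), with an exact adjusted p of 7.71e-07 for both. All of these comparisons contain the same S2γ30 group and share windows, so they are not separate support. The test also treats windows as independent and covers no spread between plants. The share was 49.5% in P0γ30 vs. S1γ30, 51.2% in S1γ0 vs. S1γ30 and 54.1% in S1γ30 vs. S1γ110, none of which differed from an even split (exact adjusted p = 0.941). At an adjusted p of at most 0.01 for the windows, P0γ30 vs. S1γ30 had 34.0% hypermethylated windows and differed from an even split in the other direction (exact adjusted p = 0.0493).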

Zooming in on specific DNA regions, the ratio of hyper- vs. hypomethylated DMRs can, however, vary. For example, a substantial number of DMRs associated with TEs were found in the intergenerational comparisons after exposure to γ_30_ (30 mGy/h) and in the intragenerational comparison in the second generation (S2) between the control and γ_30_ conditions, with the majority of them being hypermethylated (Table 3). This hypermethylation will likely lead to transcriptional silencing and therefore limiting expression and mobilisation of TEs, resulting in less genomic reshuffling (Sigman and Slotkin, 2016). 

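As the largest increase in a TE for P0γ30 vs. S2γ30, the authors' deposited table has a window on chromosome 4 from 7154601 to 7154800, with 7 CG sites between genes, at 0.0468 in P0γ30 and 0.840 in S2γ30. For P0γ30 vs. S1γ30 it lies on chromosome 5 from 4561001 to 4561200, in AT5TE16500 and also between genes, at 0.0569 and 0.770 in the authors' deposited table. The largest decrease in a TE for P0γ30 vs. S1γ30 was on chromosome 2 from 9419001 to 9419200, from 0.919 to 0.112 in the authors' deposited table. Both of these windows of P0γ30 vs. S1γ30 hold 1 CG, so each level rests on that CG alone.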

A hypermethylation in response to IR exposure, has been previously hypothesised to act as a protective measure to increase genome stability (Kovalchuk et al., 2004; Boyko et al., 2007; Horemans et al., 2018; Volkova et al., 2018).

As the comparisons with the highest dose rate (γ_110_) yielded no GO term enrichments and as most significantly affected and stress related GO terms were found for the S2 generation, the focus of the following part of the discussion will lie on the comparison between the control (γ_0_) and γ_30_ conditions and mostly on the second generation and γ_30_ condition, unless stated otherwise. A significant number of enriched GO terms were found that could all be linked to RNA splicing and DNA repair. It is to our knowledge the first time that a DNA methylation driven regulation of both RNA splicing and DNA damage repair mechanisms is reported in plants exposed to IR over multiple generations. Alternative RNA splicing is often used in regulating stress-related genes in order to adjust to the stressor, thereby giving the plant a dynamic tool to respond to changing environmental situations (Staiger, 2015; Calixto et al., 2018; Laloum et al., 2018; Huertas et al., 2019). Combining ribosome biogenesis, rRNA processing (P0γ_30_ vs. S2γ_30_), and positive regulation of transcription of RNA polymerase II (S2γ_0_ vs. S2γ_30_) with the RNA splicing (P0γ_30_ vs. S2γ_30_ and S2γ_0_ vs. S2γ_30_), a potential stress (signalling) response is occurring over the three generations as well as intragenerationally between the control and γ_30_ condition. However, exactly how these mechanisms react to IR and if/how the hypo- or hypermethylation of the promoter regions affects them, needs to be studied in more detail.

A DNA repair response is regularly seen in IR-irradiated plants (Esnault et al., 2010; Gicquel et al., 2012; Dona et al., 2013; Georgieva et al., 2017). An enrichment for “DNA repair” was observed in the hypermethylated gene bodies of the second (S2) generation between the control group and the lowest dose rate. Additionally, “chromosome organisation” was found in both S2γ_0_ vs. S2γ_30_ hypomethylated gene bodies and P0γ_30_ vs. S2γ_30_ hypermethylated gene bodies The latter process has previously been found to be part of the plant IR-stress response (Shirley et al., 1992; Shikazono et al., 2001), and is involved in chromatin maintenance and modifications as well as DNA repair (Kim, 2019). Further, the hypomethylated gene bodies’ GO term enrichment between the first (S1) and second (S2) generation in the γ_30_ condition which contains the “cellular response to DNA damage stimulus” were found (Figure 5). Taken together these GO enrichments indicate DNA methylation is playing a regulating role in the DNA repair response. A few of the identified genes in our data (or homologues thereof) have been shown to be upregulated by IR in previous studies (e.g., *PARP-1*, *BRCA*) (Garcia et al., 2003; Culligan et al., 2006). 

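PARP1, on the minus strand of chromosome 2, had a gene-body window from 13356401 to 13356600, in a coding exon, that rose from 0.703 in S1γ30 to 0.903 in S2γ30 in the authors' deposited table (adjusted p = 0.00523). A window from 13353601 to 13353800, listed as promoter-associated, overlaps the end of PARP1 rather than its start by the annotation. It has 0.0169 in S1γ30, 0.0433 in S2γ0 and 0.402 in S2γ30 in the authors' deposited tables. For BRCA2B the level in S2γ0 is 0.00502 in the authors' deposited table for S2γ0 vs. S2γ30 (adjusted p = 0.00152). ROS1, on the minus strand of chromosome 2, had a window from 15310601 to 15310800 in an exon and intron that fell from 0.285 in P0γ30 to 0.0215 in S2γ30 in the authors' deposited table (adjusted p = 0.00188). Neither the ROS1 window nor the gene-body window of PARP1 was listed in S2γ0 vs. S2γ30. MET1, CMT3, SUVH5, PARP2 and BRCA1 had 0 listed windows.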

In this study, a number of DNA repair and DNA damage response genes were tested (e.g., PARP1 and PARP2, data not shown). However, no direct correlation with DNA methylation levels were seen. Recently it was shown that gene associated DNA methylation resulted in a significantly delayed effect on actual gene expression (Atighi et al., 2020). In the current study we only harvested one sampling point per generation and therefore cannot corroborate this delayed effect on gene expression. Nonetheless, the fact that our data on differential DNA methylation do not directly link up with gene expression data from the harvest time point is in line with Atighi et al. (2020).

In addition to RNA splicing and DNA repair, a number of stress-related processes were found in the GO-enrichment analysis including “cell plate formation in plant-type cell wall biogenesis,” “trichome branching,” “plastoquinone biosynthetic process,” “tetraterpenoid biosynthesis,” and “negative regulation of flower development” (Figure 5). The fact that many DMRs are correlated with different genes and their process, including stress response, indicates that IR-induced DNA methylation is not random and indicates that regulation through changes in DNA methylation plays an important regulating role in the response of plants to IR, either by increasing genetic stability and/or regulating stress response gene expression.

Enrichment of GO-term “trichome branching” after exposure of multiple generations links IR-induced DNA methylation to the induction of trichome branching and is in agreement with a previous study that indicating the association of trichome density with epigenetic inheritance in plants (Scoville et al., 2011). Goh et al. (2014) showed that the number of trichomes increased dramatically in response to 200 Gy applied either chronically (1 week) or acutely (1 h). An enrichment between the S1 and S2 generation in the hypomethylated gene bodies was found for “plastoquinone biosynthetic process” and “tetraterpenoid biosynthesis” (Figure 5). The regulation of plastoquinone biosynthesis might protect plants from IR-damage to the photosynthetic apparatus which has been shown to be affected under IR (Gicquel et al., 2011; Vanhoudt et al., 2014). Induction of antioxidants and secondary metabolites including phenolic compounds, terpenoids and nitrogen-containing compounds have also been reported in this respect (Dixit et al., 2010; Popovic et al., 2013; Taheri et al., 2014; Vardhan and Shukla, 2017; Gudkov et al., 2019). In some organisms, including humans, carotenoids and lycopenes have shown a potential as radioprotectant (Islamian and Mehrali, 2015). The enrichment for terpenoid production can potentially also be linked to the aforementioned increased trichome accumulation as specific glandular trichomes have been shown to accumulate specific terpenoid molecules in response and adaptation to stress (Tang et al., 2020).

Intragenerationally, the “response to osmotic stress” was found in the second (S2) generation between the control and γ_30_ condition (Figure 5). Our findings correspond with the study of Rejili et al. (2008) that showed increased growth of IR-exposed *Medicago sativa* under high salinity. In addition, in *A. thaliana* plants irradiated with a gamma dose of 50 Gy, an improved tolerance to salinity, by regulating, amongst others, stress signal responses was reported (Qi et al., 2014). These studies indicate a form of priming to salinity stress by exposing the plants to IR. The more general “regulation of response to stress” includes a number of these above-mentioned osmotic stress response genes. Additionally, a significant number of the genes is associated with oxidative stress. This corresponds with the literature, in which an upregulation of certain oxidative stress response genes and antioxidant components in plants exposed to IR is observed (Van Hoeck et al., 2015; Einor et al., 2016; Volkova et al., 2017).

Lastly, an enrichment for the “negative regulation of flower development” is observed in the hypomethylated gene bodies between the first (S1) and second (S2) generation (Figure 5). The flowering response to IR is still under debate as studies have shown either an earlier or a later floral induction (Sax, 1955; Gunckel, 1957; Daly and Thompson, 1975; Kovalchuk et al., 2007; Hwang et al., 2016; Kryvokhyzha et al., 2018). The timing and regulation of flowering is important as it will affect the survivability of the next generation. Earlier flowering leads to quicker seed production and therefore secures the next generation. In some cases, seeds have been shown to be more stress resistant, however, under IR this is still controversial (Maity et al., 2009; Melki and Marouani, 2009; Moussa, 2011; Pozolotina et al., 2012). Alongside, premature flowering can also result in a reduced number and/or mass of the seeds (Huijser and Schmid, 2011). These studies’ findings therefore add to the existing literature on flowering under IR stress and indicate for the first time a potential role of IR-induced DNA methylation in the regulation of this process.

## Conclusion

In conclusion, our data are consistent with a potential regulating role for DNA methylation in the response of plants to IR in *Arabidopsis* plants exposed over multiple generations. The observed difference in response between γ_30_ and γ_110_, however, also indicates that studies on the effects of low dose IR on plants, specifically chronic irradiation within and over generations, are needed for helping in environmental risk assessments. As a follow up we suggest a kinetic study to detect responses shifted in time as well as experiments in which the multigenerational set-up will be combined with a transgenerational one. By including irradiated generations stemming from non-irradiated parent generations and vice versa, the analysis would conclusively separate generational/inherited DNA methylation from IR-induced DNA methylation. Secondly, the molecular mechanism behind the DNA methylation and its preference for CG methylation as a result of IR stress should be studied, for instance, by including gene expression analysis of relevant methyltransferases.

## Data Availability Statement

The raw bisulfite sequencing data and the processed data sets generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession GSE157965.

## Author Contributions

ES, NH, AC, and JV conceptualised and designed the project. JV, MV, and RN performed the practical experimental work. SV and GJ performed the UPLC-MS/MS analysis. FV performed the bisulfite sequencing. MM performed the bioinformatics analysis. PL, ES, NH, and AC contributed to the data interpretation. PL did the data analysis and research on biological relevance, and drafted the manuscript. All authors contributed in the revision.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

DMR: Differentially Methylated Region
GO: Gene Ontology
IR: Ionising Radiation
PAR: Photosynthetically Active Radiation
TE: Transposable Element
WGBS: Whole Genome Bisulfite Sequencing.

# Supplementary material for: Changes in DNA Methylation in Arabidopsis thaliana Plants Exposed Over Multiple Generations to Gamma Radiation
**Source:** Front Plant Sci. 2021 Mar 31;12:611783. doi: 10.3389/fpls.2021.611783
**Supplement:** Supplementary file 1

Supplementary Material

*The raw bisulphite sequencing data and the processed data sets generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession GSE157965.*

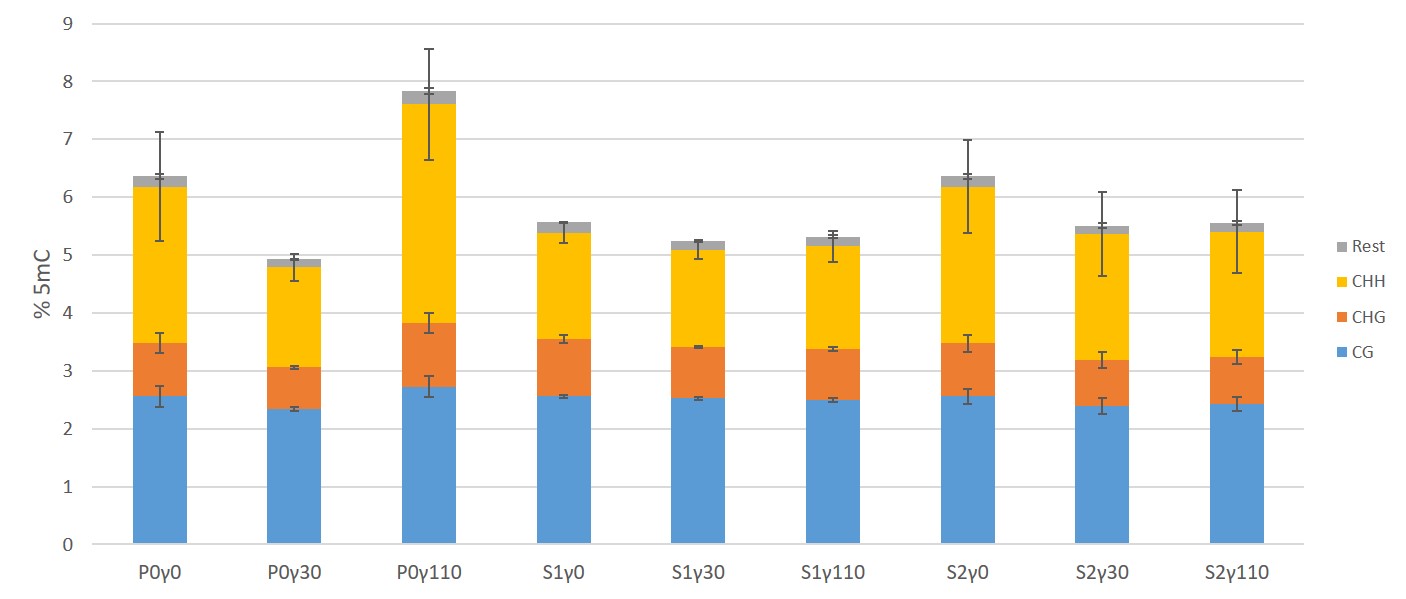

**Supplementary Figure S1:** *The global methylation percentage, determined with WGBS, of all generations (P0 (Parent generation), S1 (generation 1), S2 (generation 2)) of A. thaliana plants (γ_0_ = control condition (<0.1µGy/h), γ_30_ = 30 mGy/h, γ_110_= 110 mGy/h, the dose rates γ_60_ = 60 mGy/h and γ_430_ = 430 mGy/h were not included in the WGBS). Subdivision is made per methylation context (blue: CG, orange: CHG, yellow: CHH) and rest (grey), which represents methylation in an unidentified context. Values are represented relative to P0γ_0_ (effective values P0γ_0_ = 6.36%, S1γ_0_ = 4.50%, S2γ_0_ = 6.62%). Measurements are an average ± SE of 5 biological replicates.*

**Supplementary Table S1*:***  *The global weighted methylation level percentage determined with whole genome bisulfite sequencing (WGBS) of all generations (P0 (Parent generation), S1 (generation 1), S2 (generation 2)) of A. thaliana plants (γ_0_ = control condition (<0.1µGy/h), γ_30_ = 30 mGy/h, γ_110_= 110 mGy/h, the dose rates γ_60_ = 60 mGy/h and γ_430_ = 430 mGy/h were not included in the WGBS) divided by chromosomes 1-5, mitochondrial chromosome (Mt), and plastid (Pt) per methylation context (CG, CHG, CHH). The standard error is included for each case and is an average of 5 biological replicates.*

**Supplementary Table S2:** *The number of hypermethylated differentially methylated regions (DMRs) for CpG (sorted by methylation difference, 5%, 10%, 30%) that were identified after the comparison of the entire methylome of A. thaliana. 18 pairwise comparisons were made either between generations (P0 (Parent generation), S1 (generation 1), S2 (generation 2)) for the same dose rate (*γ_30_ *(30 mGy/h),* γ_110_ *(110 mGy/h),* γ_0_ *(control condition (<0.1µGy/h)) or between dose rates of one generation. (Methylation difference of >20%) (p≤0.05))*

| **Hypermethylated** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Intragenerational (Dose rate effects)** | | | | **Intergenerational (Generation effects)** | | | |
|  | **5%** | **10%** | **30%** |  | **5%** | **10%** | **30%** |
| P0γ_0_ vs P0γ_30_ | 0 | 0 | 0 | P0γ_0_ vs S1γ_0_ | 1 | 0 | 0 |
| P0γ_0_ vs P0γ_110_ | 0 | 0 | 0 | P0γ_0_ vs S2γ_0_ | 0 | 0 | 0 |
| P0γ_30_ vs P0γ_110_ | 0 | 0 | 0 | S1γ_0_ vs S2γ_0_ | 3 | 0 | 0 |
|  |  |  |  |  |  |  |  |
| S1γ_0_ vs S1γ_30_ | 134 | 119 | 35 | P0γ_30_ vs S1γ_30_ | 185 | 167 | 42 |
| S1γ_0_ vs S1γ_110_ | 3 | 3 | 1 | P0γ_30_ vs S2γ_30_ | 244 | 234 | 110 |
| S1γ_30_ vs S1γ_110_ | 36 | 32 | 13 | S1γ_30_ vs S2γ_30_ | 1718 | 1627 | 532 |
|  |  |  |  |  |  |  |  |
| S2γ_0_ vs S2γ_30_ | 670 | 632 | 253 | P0γ_110_ vs S1γ_110_ | 0 | 0 | 0 |
| S2γ_0_ vs S2γ_110_ | 2 | 2 | 1 | P0γ_110_ vs S2γ_110_ | 0 | 0 | 0 |
| S2γ_30_ vs S2γ_110_ | 9 | 7 | 7 | S1γ_110_ vs S2γ_110_ | 12 | 8 | 5 |

**Supplementary Table S3:** *The number of hypomethylated differentially methylated regions (DMRs) for CpG (sorted by methylation difference, 5%, 10%, 30%) that were identified after the comparison of the entire methylome of A. thaliana. 18 pairwise comparisons were made either between generations (P0 (Parent generation), S1 (generation 1), S2 (generation 2)) for the same dose rate (*γ_30_ *(30 mGy/h),* γ_110_ *(110 mGy/h),* γ_0_ *(control condition (<0.1µGy/h)) or between dose rates of one generation. (Methylation difference of >20%) (p≤0.05))*

| **Hypomethylated** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Intragenerational (Dose rate effects)** | | | | **Intergenerational (Generation effects)** | | | |
|  | **5%** | **10%** | **30%** |  | **5%** | **10%** | **30%** |
| P0γ_0_ vs P0γ_30_ | 1 | 0 | 0 | P0γ_0_ vs S1γ_0_ | 1 | 0 | 0 |
| P0γ_0_ vs P0γ_110_ | 0 | 0 | 0 | P0γ_0_ vs S2γ_0_ | 0 | 0 | 0 |
| P0γ_30_ vs P0γ_110_ | 0 | 0 | 0 | S1γ_0_ vs S2γ_0_ | 2 | 1 | 0 |
|  |  |  |  |  |  |  |  |
| S1γ_0_ vs S1γ_30_ | 95 | 93 | 39 | P0γ_30_ vs S1γ_30_ | 175 | 157 | 53 |
| S1γ_0_ vs S1γ_110_ | 2 | 1 | 0 | P0γ_30_ vs S2γ_30_ | 153 | 150 | 65 |
| S1γ_30_ vs S1γ_110_ | 39 | 20 | 11 | S1γ_30_ vs S2γ_30_ | 1382 | 1327 | 407 |
|  |  |  |  |  |  |  |  |
| S2γ_0_ vs S2γ_30_ | 451 | 433 | 175 | P0γ_110_ vs S1γ_110_ | 0 | 0 | 0 |
| S2γ_0_ vs S2γ_110_ | 6 | 5 | 4 | P0γ_110_ vs S2γ_110_ | 0 | 0 | 0 |
| S2γ_30_ vs S2γ_110_ | 9 | 9 | 5 | S1γ_110_ vs S2γ_110_ | 12 | 12 | 5 |

| **Hypermethylated** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Intragenerational (Dose rate effects)** | | | | **Intergenerational (Generation effects)** | | | |
|  | **5%** | **10%** | **30%** |  | **5%** | **10%** | **30%** |
| P0γ_0_ vs P0γ_30_ | 0 | 0 | 0 | P0γ_0_ vs S1γ_0_ | 0 | 0 | 0 |
| P0γ_0_ vs P0γ_110_ | 0 | 0 | 0 | P0γ_0_ vs S2γ_0_ | 0 | 0 | 0 |
| P0γ_30_ vs P0γ_110_ | 0 | 0 | 0 | S1γ_0_ vs S2γ_0_ | 2 | 1 | 0 |
|  |  |  |  |  |  |  |  |
| S1γ_0_ vs S1γ_30_ | 1 | 1 | 0 | P0γ_30_ vs S1γ_30_ | 2 | 2 | 1 |
| S1γ_0_ vs S1γ_110_ | 0 | 0 | 0 | P0γ_30_ vs S2γ_30_ | 1 | 1 | 1 |
| S1γ_30_ vs S1γ_110_ | 0 | 0 | 0 | S1γ_30_ vs S2γ_30_ | 3 | 3 | 2 |
|  |  |  |  |  |  |  |  |
| S2γ_0_ vs S2γ_30_ | 1 | 1 | 0 | P0γ_110_ vs S1γ_110_ | 0 | 0 | 0 |
| S2γ_0_ vs S2γ_110_ | 0 | 0 | 0 | P0γ_110_ vs S2γ_110_ | 0 | 0 | 0 |
| S2γ_30_ vs S2γ_110_ | 0 | 0 | 0 | S1γ_110_ vs S2γ_110_ | 0 | 0 | 0 |

**Supplementary Table S4:** *The number of hypermethylated differentially methylated regions (DMRs) for CHG (sorted by methylation difference, 5%, 10%, 30%) that were identified after the comparison of the entire methylome of A. thaliana. 18 pairwise comparisons were made either between generations (P0 (Parent generation), S1 (generation 1), S2 (generation 2)) for the same dose rate (*γ_30_ *(30 mGy/h),* γ_110_ *(110 mGy/h),* γ_0_ *(control condition (<0.1µGy/h)) or between dose rates of one generation. ((Methylation difference of >20%) (p≤0.05))*

**Supplementary Table S5:** *The number of hypomethylated differentially methylated regions (DMRs) for CHG (sorted by methylation difference, 5%, 10%, 30%) that were identified after the comparison of the entire methylome of A. thaliana. 18 pairwise comparisons were made either between generations (P0 (Parent generation), S1 (generation 1), S2 (generation 2)) for the same dose rate (*γ_30_ *(30 mGy/h),* γ_110_ *(110 mGy/h),* γ_0_ *(control condition (<0.1µGy/h)) or between dose rates of one generation. (Methylation difference of >20%) (p≤0.05))*

| **Hypomethylated** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Intragenerational (Dose rate effects)** | | | | **Intergenerational (Generation effects)** | | | |
|  | **5%** | **10%** | **30%** |  | **5%** | **10%** | **30%** |
| P0γ_0_ vs P0γ_30_ | 0 | 0 | 0 | P0γ_0_ vs S1γ_0_ | 0 | 0 | 0 |
| P0γ_0_ vs P0γ_110_ | 0 | 0 | 0 | P0γ_0_ vs S2γ_0_ | 0 | 0 | 0 |
| P0γ_30_ vs P0γ_110_ | 0 | 0 | 0 | S1γ_0_ vs S2γ_0_ | 0 | 0 | 0 |
|  |  |  |  |  |  |  |  |
| S1γ_0_ vs S1γ_30_ | 0 | 0 | 0 | P0γ_30_ vs S1γ_30_ | 5 | 3 | 0 |
| S1γ_0_ vs S1γ_110_ | 0 | 0 | 0 | P0γ_30_ vs S2γ_30_ | 0 | 0 | 0 |
| S1γ_30_ vs S1γ_110_ | 0 | 0 | 0 | S1γ_30_ vs S2γ_30_ | 2 | 2 | 1 |
|  |  |  |  |  |  |  |  |
| S2γ_0_ vs S2γ_30_ | 1 | 1 | 1 | P0γ_110_ vs S1γ_110_ | 0 | 0 | 0 |
| S2γ_0_ vs S2γ_110_ | 0 | 0 | 0 | P0γ_110_ vs S2γ_110_ | 0 | 0 | 0 |
| S2γ_30_ vs S2γ_110_ | 0 | 0 | 0 | S1γ_110_ vs S2γ_110_ | 0 | 0 | 0 |

**
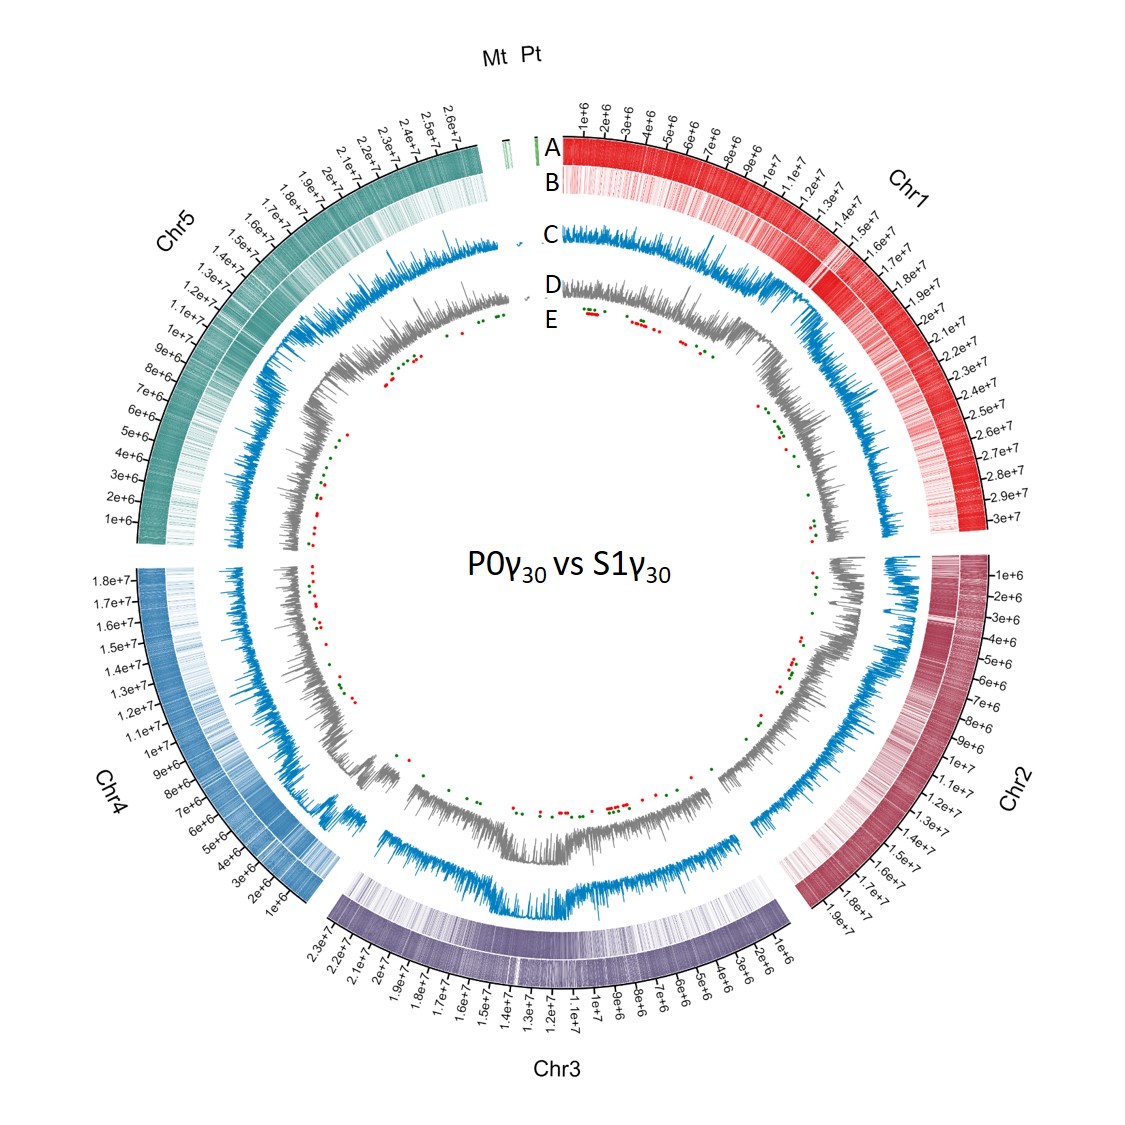
**

**Supplementary Figure S2:** *Circos representation of DNA methylation locations on the different chromosomes and the mitochondrial genome (Mt) and the plastid (Pt) coming from whole genome bisulfite sequencing data. The first (A) and second layer (B) represent the genes and transposable elements per chromosome, respectively, differently coloured per chromosome. The third (C) and fourth (D) layer display the methylation level averaged over a window of 10,000 bp for S1*γ_30_ *and P0*γ_30_, *respectively, y-axis from 0 to 1. The fifth layer (E) shows the different differentially methylated regions (DMRs) as identified in the current analysis, hypermethylated and hypomethylated DMRs are represented by green dots and red dots, respectively. Circos plot was created using Circa software (*[*http://omgenomics.com/circa*](http://omgenomics.com/circa)*).*

*
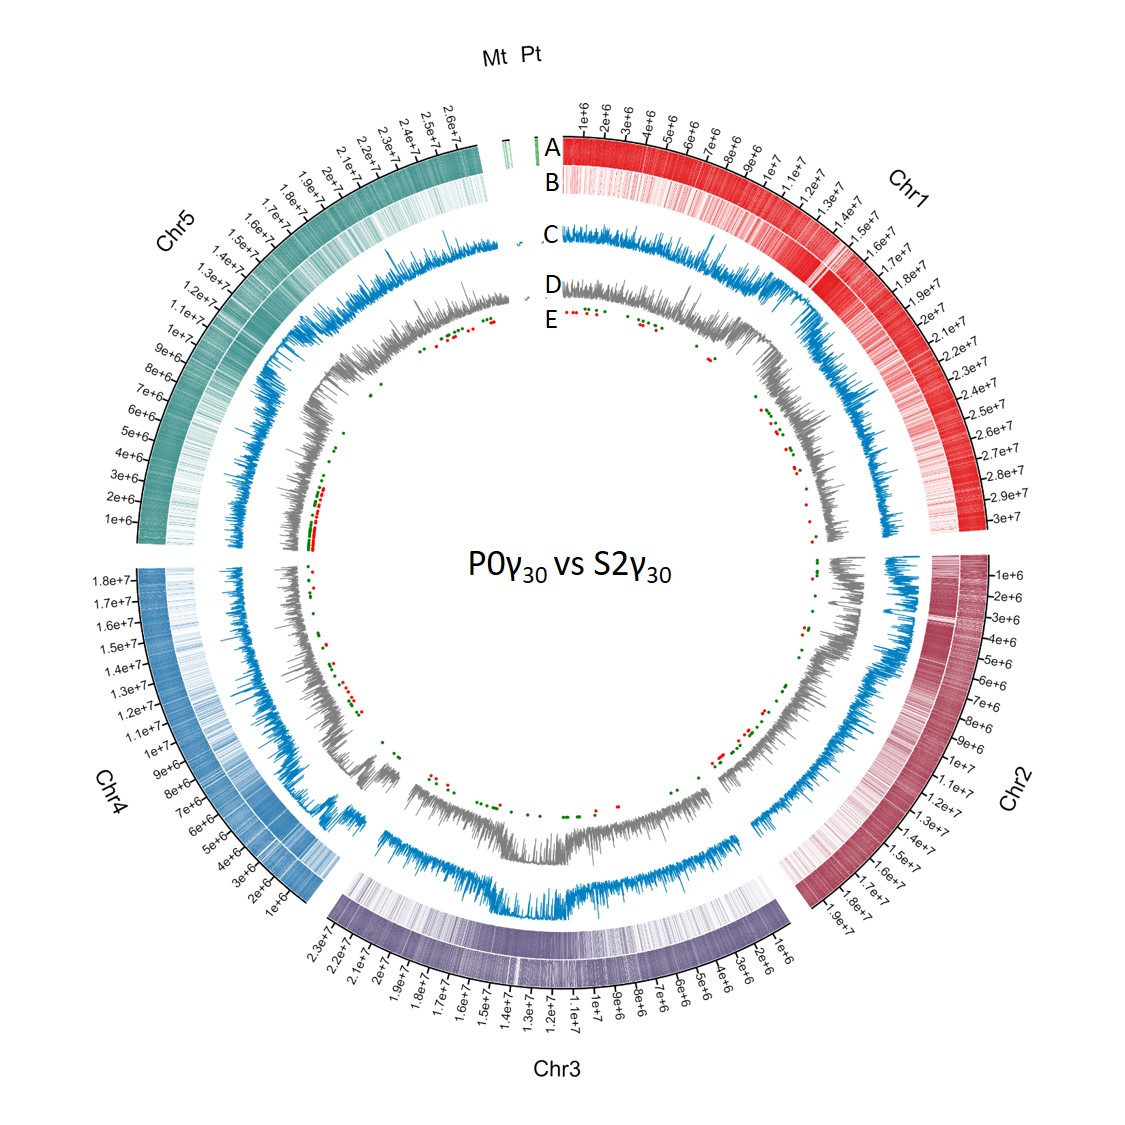
*

**Supplementary Figure S3:** *Circos representation of DNA methylation locations on the different chromosomes and the mitochondrial genome (Mt) and the plastid (Pt) coming from whole genome bisulfite sequencing data. The first (A) and second layer (B) represent the genes and transposable elements per chromosome, respectively, differently coloured per chromosome. The third (C) and fourth (D) layer display the methylation level averaged over a window of 10,000 bp for S2*γ_30_ *and P0*γ_30_, *respectively, y-axis from 0 to 1. The fifth layer (E) shows the different differentially methylated regions (DMRs) as identified in the current analysis, hypermethylated and hypomethylated DMRs are represented by green dots and red dots, respectively. Circos plot was created using Circa software (*[*http://omgenomics.com/circa*](http://omgenomics.com/circa)*).*

*
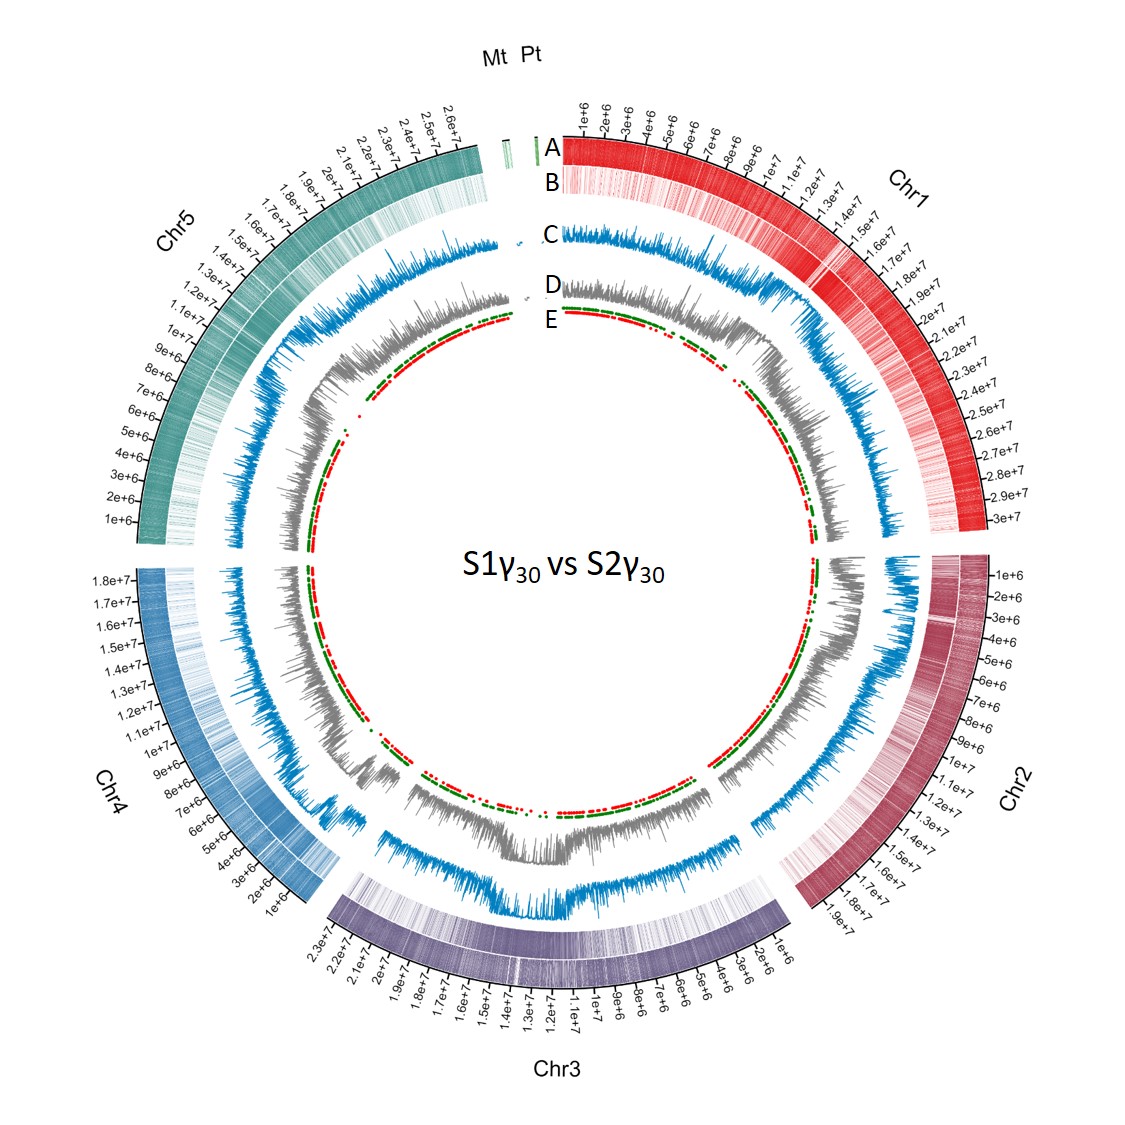
*

**Supplementary Figure S4:** *Circos representation of DNA methylation locations on the different chromosomes and the mitochondrial genome (Mt) and the plastid (Pt) coming from whole genome bisulfite sequencing data. The first (A) and second layer (B) represent the genes and transposable elements per chromosome, respectively, differently coloured per chromosome. The third (C) and fourth (D) layer display the methylation level averaged over a window of 10,000 bp for S2*γ_30_ *and S1*γ_30_, *respectively, y-axis from 0 to 1. The fifth layer (E) shows the different differentially methylated regions (DMRs) as identified in the current analysis, hypermethylated and hypomethylated DMRs are represented by green dots and red dots, respectively. Circos plot was created using Circa software (*[*http://omgenomics.com/circa*](http://omgenomics.com/circa)*).*

**Supplementary Figure S5:**
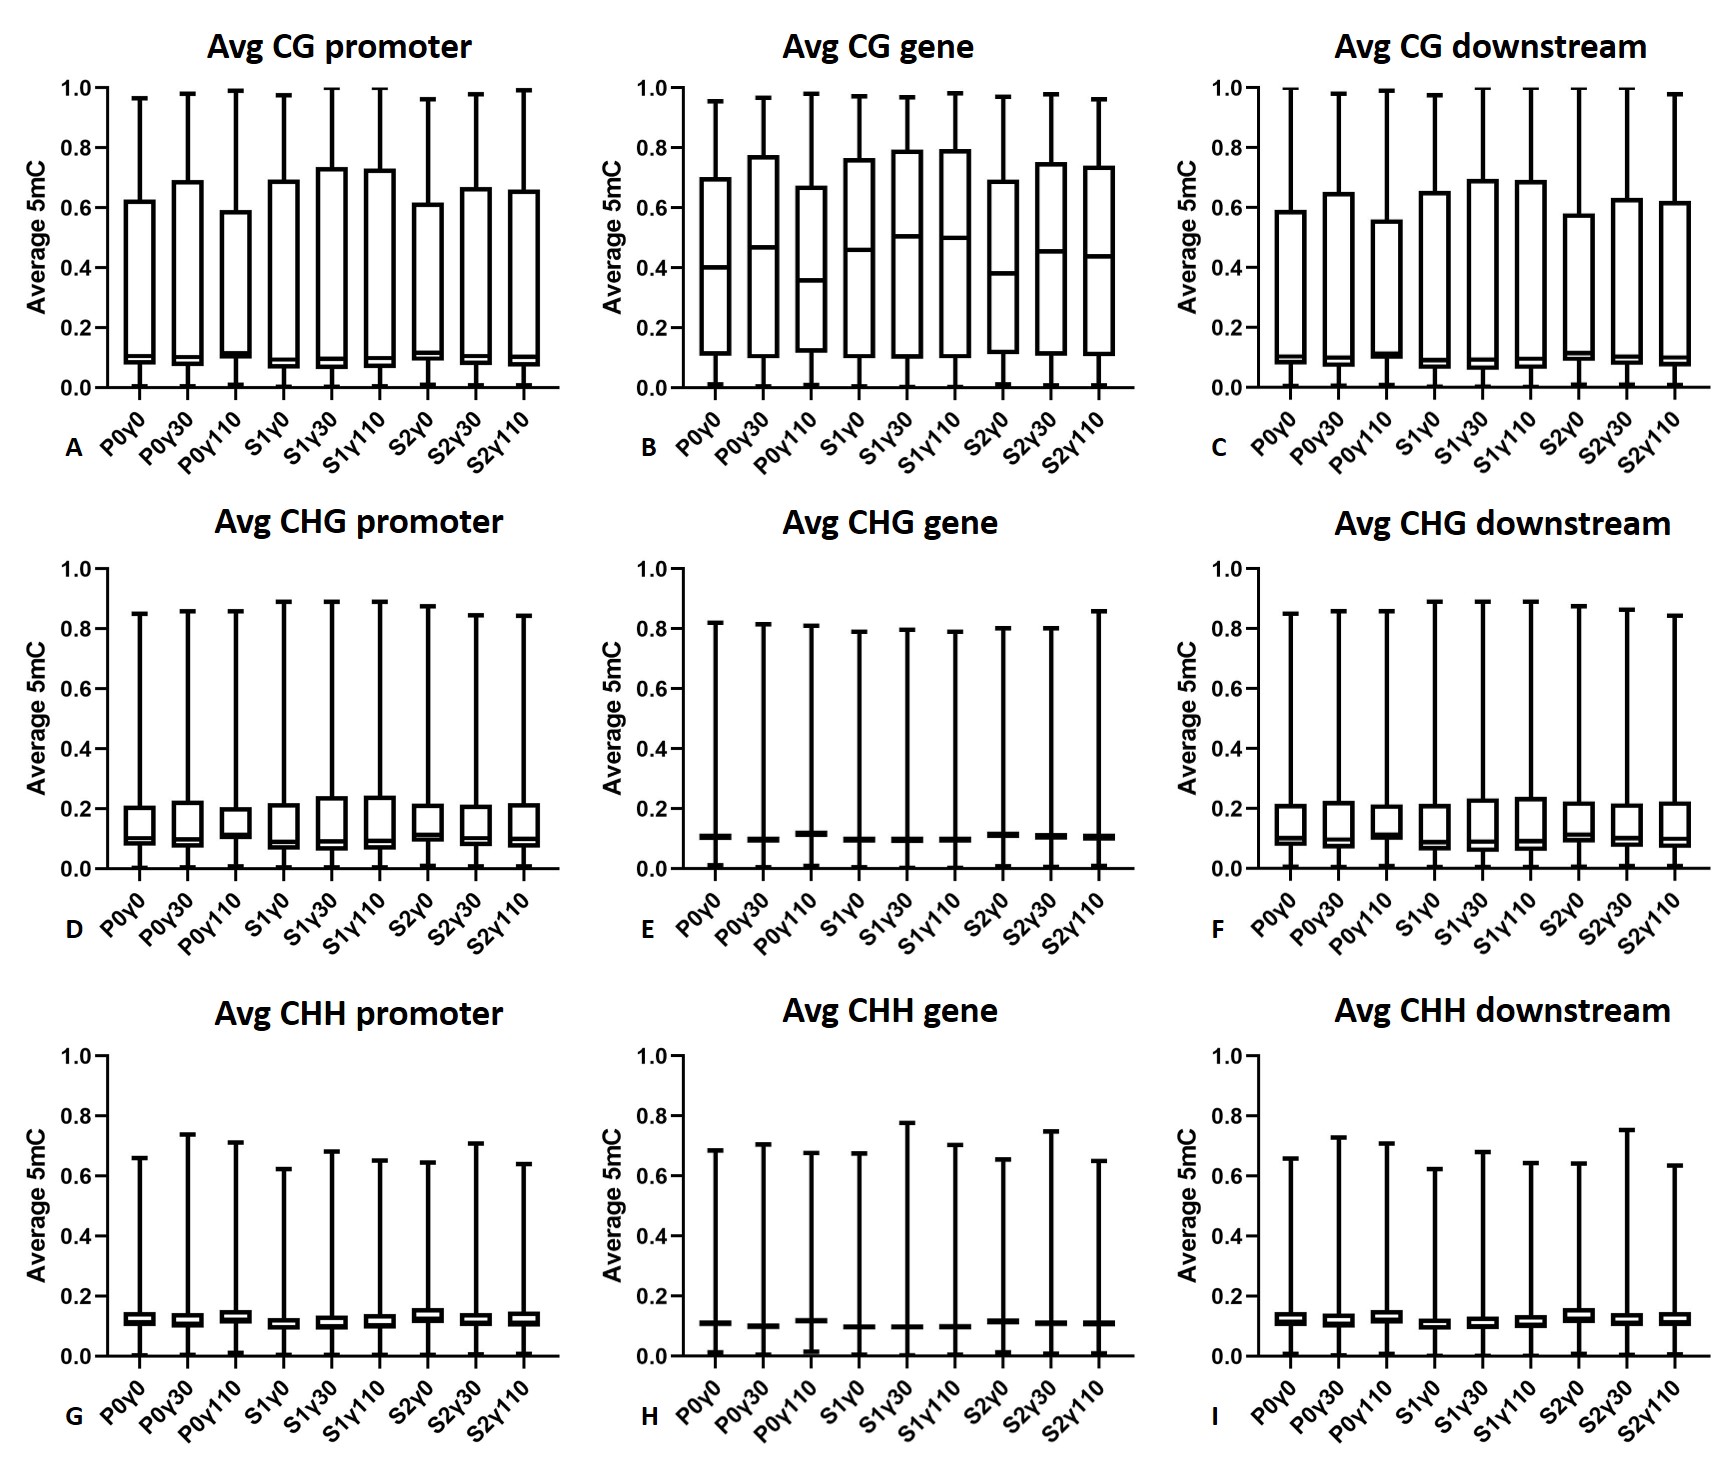
*Proportion of methylated cytosines to total cytosines averaged over all promoter associated regions (2kb upstream of the gene)(A, D, G), genes (B, E, H), and 2kb downstream regions of the genes (C, F, I) for every generation (P0 (Parent generation), S1 (generation 1), S2 (generation 2)) of A. thaliana plants (γ_0_ = control condition (<0.1µGy/h), γ_30_ = 30 mGy/h, γ_110_= 110 mGy/h, the dose rates γ_60_ = 60 mGy/h and γ_430_ = 430 mGy/h were not included in the WGBS) per methylation context (CG: A, B, C; CHG: D, E, F; CHH: G, H, I). Boxplot with median, whiskers indicate minimum and maximum value found in the data set.*

**Supplementary Figure S6:** *Venn diagrams of overlapping genes with differentially methylated regions (DMRs) in their promoter-associated regions over generations (P0 (Parent generation), S1 (generation 1), S2 (generation 2)) in condition* γ_30_ (30 mGy/h) *in the P0*γ_30_ *vs S1*γ_30_*, P0*γ_30_ *vs S2*γ_30_*, and S1*γ_30_ *vs S2*γ_30_ *comparisons. A: Hypomethylated, B: Hypermethylated*

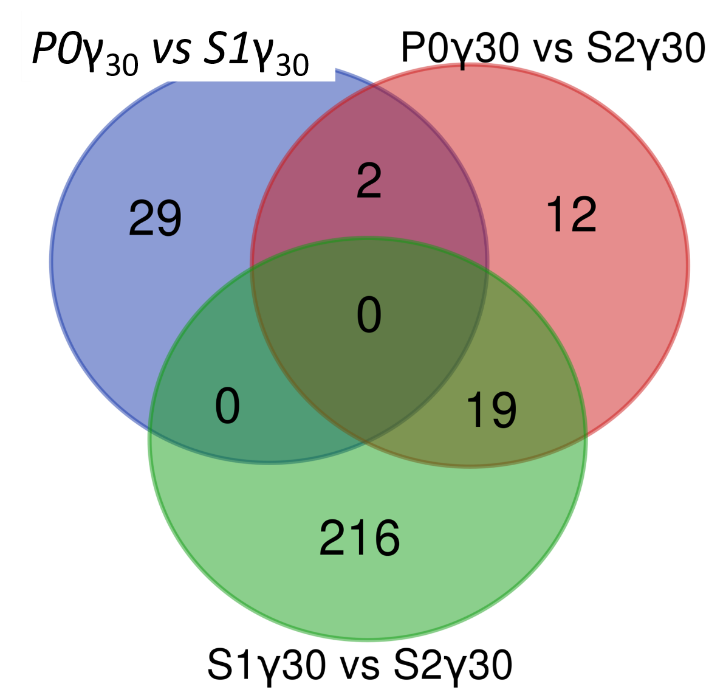

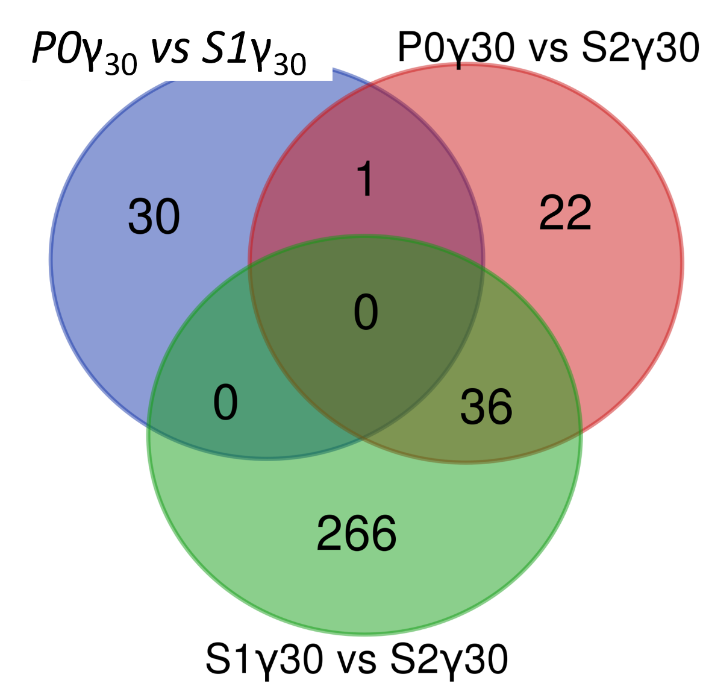

**A. Hypomethylated**

**B. Hypermethylated**

**Supplementary Table S6:** *List of overlapping genes with hypomethylated differentially methylated regions (DMRs) in their promoter-associated regions over generations (P0 (Parent generation), S1 (generation 1), S2 (generation 2)) in condition* γ_30_ (30 mGy/h) *in the P0*γ_30_ *vs S1*γ_30_*, P0*γ_30_ *vs S2*γ_30_*, and S1*γ_30_ *vs S2*γ_30_ *comparisons.*

| **Comparisons** | **Number of genes** | **Genes** |
| --- | --- | --- |
| *P0*γ_30_ *vs S1*γ_30_ *P0*γ_30_ *vs S2*γ_30_ | 2 | LOG7  SCRL5 |
| *P0*γ_30_ *vs S2*γ_30_ *S1*γ_30_ *vs S2*γ_30_ | 19 | AT1G66060  AT1G19240  NPF2.11  AT4G11450  OST1A  ILA  AT5G08670  ARK2  PCMP-H35  MYB82  LECRK13  AT4G13442  ATG18G  AT2G14793  XI-F  AKR4C9  RPS13  EXO70B1  CYP90A1 |

**Supplementary Table S7:** *List of overlapping genes with hypermethylated differentially methylated regions (DMRs) in their promoter-associated regions over generations (P0 (Parent generation), S1 (generation 1), S2 (generation 2)) in condition* γ_30_ (30 mGy/h) *in the P0*γ_30_ *vs S1*γ_30_*, P0*γ_30_ *vs S2*γ_30_*, and S1*γ_30_ *vs S2*γ_30_ *comparisons.*

| **Comparisons** | **Number of genes** | **Genes** |
| --- | --- | --- |
| *P0*γ_30_ *vs S2*γ_30_ *P0*γ_30_ *vs S2*γ_30_ | 1 | AT5G14140 |
| *P0*γ_30_ *vs S2*γ_30_ *S1*γ_30_ *vs S2*γ_30_ | 36 | AT1G21580 SMC5 AT5G47830 AT3G56790 AT5G13760 TBL21 AT4G09587 AT4G33660 WCRKC2 AT1G35500 AT1G61050 SGR2 AT5G35510 MED19A PCMP-E2 AT1G06790 AT5G51580 MAP1D AT2G17305 AT2G13630 AT1G05910 AT4G05586 PME61 AT5G06800 AT4G25510 SPT AT5G02385 MYB108 AT3G27490 AT4G03620 AT3G29120 ALDH2C4 AT5G05830 BHLH130 AT5G05090 AGL52 |

**
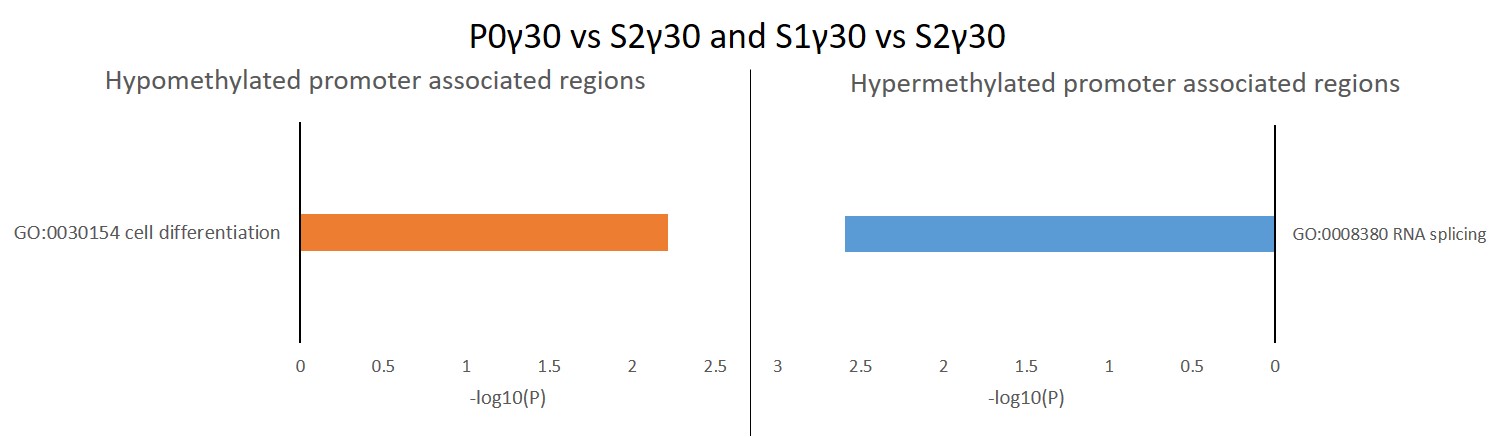
**

**Supplementary *Figure S7:*** *GO term enrichment for hypo- and hypermethylated differentially methylated regions (DMRs) in the promoter-associated regions of Arabidopsis thaliana in the overlap between the comparisons P0γ_30_ vs S2γ_30_* and *S1γ_30_ vs S2γ_30_ (γ_30_ (30 mGy/h), γ_0_ (control condition (<0.1µGy/h)), P0 (Parent generation), S1 (generation 1), S2 (generation 2)). S1 came from a previously exposed generation and S2 came from a line with two previously exposed generations.*

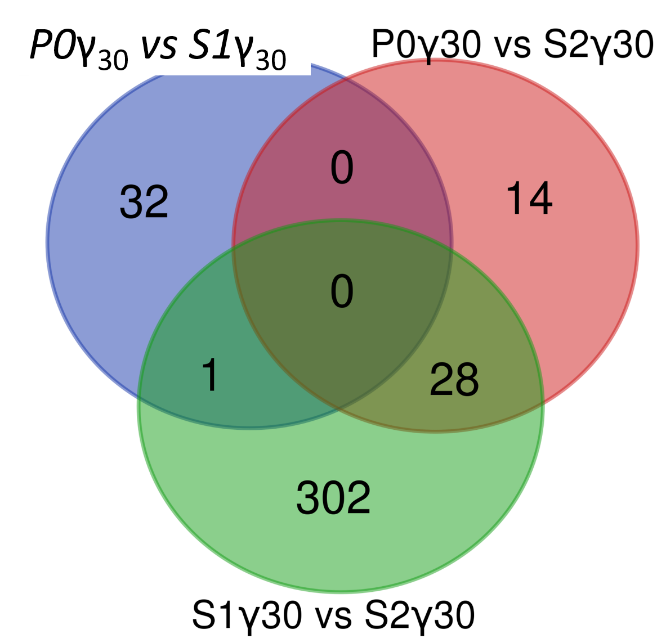

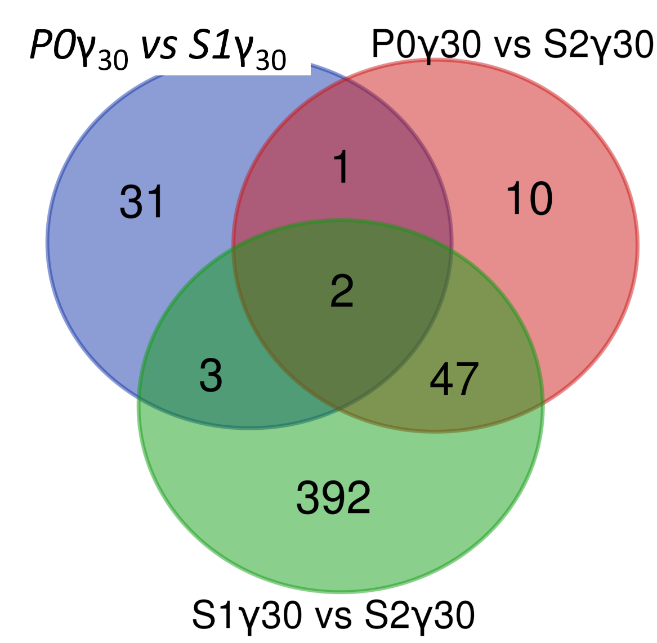

**A. Hypomethylated**

**B. Hypermethylated**

**Supplementary Figure S8:** *Venn diagrams of overlapping genes with differentially methylated regions (DMRs) in their gene bodies over generations (P0 (Parent generation), S1 (generation 1), S2 (generation 2)) in condition* γ_30_ (30 mGy/h) *in the P0*γ_30_ *vs S1*γ_30_*, P0*γ_30_ *vs S2*γ_30_*, and S1*γ_30_ *vs S2*γ_30_ *comparisons. A: Hypomethylated, B: Hypermethylated*

**Supplementary Table S8:** *List of overlapping genes with hypomethylated differentially methylated regions (DMRs) in their gene bodies found over generations (P0 (Parent generation), S1 (generation 1), S2 (generation 2)) in condition* γ_30_ (30 mGy/h) *in the P0*γ_30_ *vs S1*γ_30_*, P0*γ_30_ *vs S2*γ_30_*, and S1*γ_30_ *vs S2*γ_30_ *comparisons.*

| **Comparisons** | **Number of genes** | **Genes** |
| --- | --- | --- |
| *P0*γ_30_ *vs S1*γ_30_ *S1*γ_30_ *vs S2*γ_30_ | 1 | AT2G15860 |
| *P0*γ_30_ *vs S2*γ_30_ *S1*γ_30_ *vs S2*γ_30_ | 28 | AT5G49950  AT5G15680  AT5G03180  HRD1B  ATMYB3R5  FBX5  ARABIDILLO-2  AT1G72420  AGD5  PAS2  RPS15AC  AT5G08630  AT2G47090  RECQL4B  EMB2756  CYP71B10  ITPK4  AT4G38760  FH20  AT3G57370  AT5G53900  XI-F  AT1G56120  AT3G19900  PDF1B  4CLL6  ROS1  SYCO ARATH |

**Supplementary Table S9:** *List of overlapping genes with hypermethylated differentially methylated regions (DMRs) in their gene bodies found over generations (P0 (Parent generation), S1 (generation 1), S2 (generation 2)) in condition* γ_30_ (30 mGy/h) *in the P0*γ_30_ *vs S1*γ_30_*, P0*γ_30_ *vs S2*γ_30_*, and S1*γ_30_ *vs S2*γ_30_ *comparisons.*

| **Comparisons** | **Number of genes** | **Genes** |
| --- | --- | --- |
| *P0*γ_30_ *vs S1*γ_30_ *P0*γ_30_ *vs S2*γ_30_ *S1*γ_30_ *vs S2*γ_30_ | 2 | AT1G10320  VIP4 |
| *P0*γ_30_ *vs S1*γ_30_ *P0*γ_30_ *vs S2*γ_30_ | 1 | VDAC5 |
| *P0*γ_30_ *vs S1*γ_30_ *S1*γ_30_ *vs S2*γ_30_ | 3 | AT1G15130  ACO1  NUA |
| *P0*γ_30_ *vs S2*γ_30_ *S1*γ_30_ *vs S2*γ_30_ | 47 | AT5G46710  APRR7  AT1G55680  AT2G01440  AT4G16800  AT1G79540  AT1G61550  AT5G01660  AT2G45520  AT2G41830  AT2G25320  RPN3A  AT1G61105  SLK2  AT1G51810  AT4G18810  RBOHI  AT1G15290  AT5G11850  TPR16  Phox2  AT2G45700  AT4G18060  AT5G01700  PRP19B  AT1G17930  TIF3F1  AT5G04710  NHX4  BRCA2B  AT4G40000  TAP46  AT5G02340  AT5G02720  ASA1  ASK6  SCAB2  Tudor1  AT5G54520  SIK1  CPL2  WAKL20  AT4G10930  MEE25  ESP  CNGC1  AT4G02660 |

**Supplementary
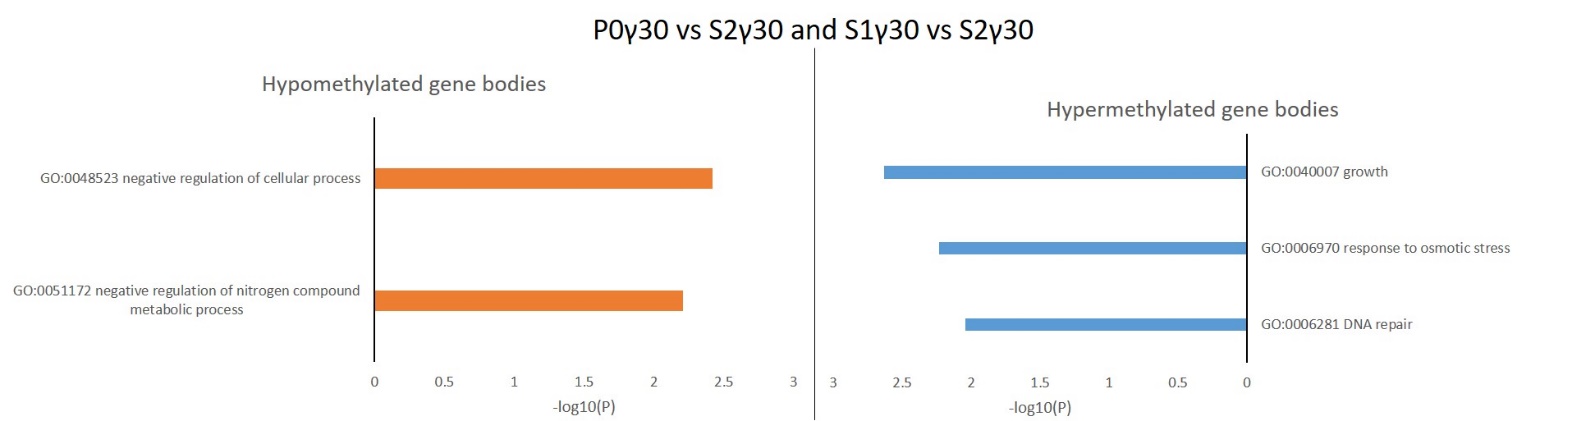
*Figure S9:*** *GO term enrichment for hypo- and hypermethylated differentially methylated regions (DMRs) in the gene bodies of Arabidopsis thaliana in the overlap between the comparisons P0γ_30_ vs S2γ_30_* and *S1γ_30_ vs S2γ_30_ (γ_30_ (30 mGy/h), γ_0_ (control condition (<0.1µGy/h)), P0 (Parent generation), S1 (generation 1), S2 (generation 2)). S1 came from a previously exposed generation and S2 came from a line with two previously exposed generations.*

How the deposited data were processed for this re-analysis (not part of the article)

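Leaves of Arabidopsis plants of 3 generations (P0, S1 and S2) under background radiation (γ0), 30 mGy/h (γ30) or 110 mGy/h (γ110) were analysed by whole genome bisulfite sequencing, with 5 samples in each of the 9 conditions. The authors mapped the reads to TAIR10.31 with CLC Genomics Workbench, called methylation for CG, CHG and CHH separately with a minimum site coverage and a minimum number of samples, and deposited the methylation level of each group in windows of 200 bp as a fraction. The deposited p-values come from the authors' comparison of the groups and were adjusted by them with the Benjamini-Hochberg method. The authors also added the nearest gene with CLC and the nearest transposable element (TE) with bedtools, and kept windows with a p of at most 0.05 and a difference of at least 20%. The methods do not say whether that p is the adjusted one, and the largest adjusted p listed is 0.0500.

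The 18 tables hold groups, not samples. The spread between samples, the coverage of a window and the windows that did not pass are therefore unknown here, no model was refitted, and the samples could not be regrouped or left out in turn. Exact intervals describe shares of windows, treat the windows as independent and cover no spread between plants. Which samples shared a flow cell is not known here.

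Each window was counted once per comparison, also where it was listed for several TEs. Tests were limited to the 6 comparisons with at least 20 CG windows. The hypermethylated share was tested against an even split with the exact binomial test, and windows in TEs against other windows with Fisher's exact test, both two-sided, with Benjamini-Hochberg adjustment over the comparisons. The number of tested windows was recovered from pairs of p and adjusted p. For comparisons that share a group, the number of windows listed in both by chance was computed from a bivariate normal distribution with a correlation of 0.5 in size at each comparison's call rate. Random window lists, 1000 for positions and 10000 for recurrence, were matched on the number of CG sites and, where stated, on lying in a protein-coding gene. Gene processes were tested with word lists on gene descriptions against 10000 random gene lists in 20 bins of gene length, one-sided. Spans of 5 Mb were scanned for the largest number of windows.

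The RefSeq annotation of TAIR10.1 was used for strands, exons, CG sites and gene descriptions. Since its name differs from the authors' build, every printed coordinate is the authors', and the chromosome lengths, the CG content of the listed windows and the overlap of named genes were checked first. Gene names were matched within 50 kb, for 87.0% of the windows. By the annotation, a promoter was the 2000 bp upstream of a protein-coding gene outside any such gene. Pericentromeres were runs of 500 kb bins around the bin with the least protein-coding sequence.

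The genes named follow a rule set before the data were examined. It covers the genes named in the article, the DNA repair and splicing genes of Tables S6 to S9 that the word lists found and those listed there for all 3 comparisons within γ30, the window with the largest difference per comparison, direction and region, every CHG window, and up to 5 genes listed in the most comparisons. The word lists did not find SMC5 and PRP19B of these tables, the latter because its name was not matched, so both are not reported. The other word-list genes given beside a count, and the genes of overlapping windows by the annotation, were chosen after their values were seen.

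Alternatives were a difference above 30%, an adjusted p of at most 0.01, joining neighbours within 200 bp, other definitions of promoters and gene bodies, counting different genes or TEs, a background of windows with at least 3 CG sites and gene lists without length matching. The methods were tested on simulated data. For 60 simulated tables of 480000 or 540000 tests, the number of tests was recovered within 0.5% in 51, gave no value in 9 and was wrong in 0. In 3 unchanged simulated groups of 5, 369 and 377 windows were called in both comparisons at a call rate of 0.01 where the null gave 397. At a call rate of 0.001, which is nearer to most of the tables, 11 were called where the null gave 16.8, so the null may be too high, and counts close to it were not read as chance. Of 100 simulated unrelated gene lists, 6 had a p under 0.05. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1 were used. Global methylation levels, the GO assignments and TE coordinates were not analysed here.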

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

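Of the tests in this part, that of the gene column was chosen only after the result was seen.

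The hypermethylated share differed between the comparisons of S1γ30 and of S2γ30 with the same P0γ30 group, with 49.5% of 184 windows against 62.5% of 272 (Fisher's exact test, p = 0.00687). Both comparisons share P0γ30 and no value per plant is known here, so the test treats windows as independent. Neighbouring windows of a locus counted separately are argued against as the cause of the hypermethylated excess in the comparisons with S2γ30, since after joining them 56.0% of the 1814 loci of S1γ30 vs. S2γ30 were hypermethylated (exact binomial adjusted p = 1.01e-06). The difference between the shares themselves was not tested after joining. Whether exposure history or the seed lot of a single group lies behind the difference was not tested. For the same contrast of γ0 with γ30, no difference was shown between the shares of S1 (51.2%) and S2 (59.4%) (Fisher's exact test, p = 0.0831). The shares lay further apart at an adjusted p of at most 0.01, with 33.3% and 60.7%, and above a difference of 30%, with 47.2% and 59.2%. Joining neighbours left them at 51.2% and 59.5%. The difference between S1 and S2 was not tested under these alternatives, so whether it passes there is not known.

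In data outside the lists discussed in the article, 955 of the 1921 different windows that lie in a protein-coding gene by the annotation are not listed as gene body. A biological preference for genes on the minus strand is argued against, because 49.8% of the windows in genes of a single strand lie in minus-strand genes (95% exact confidence interval 47.5 to 52.1%, exact binomial p = 0.890). A technical candidate explanation is that the gene column names only the next gene towards higher coordinates by its start. Of windows in plus-strand genes only, 2.1% are listed as gene body, against 97.9% in minus-strand genes only, and of 908 promoter-associated windows with a matched gene 879 lie at lower and 0 at higher coordinates than that gene.

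Outside the promoter, gene-body and TE lists altogether are 729 of the 3273 CG windows. Of the different windows in plus-strand genes only, 445 were listed as neither promoter nor gene body, against 3 in minus-strand genes only, and windows in TEs were not left out of these 2 numbers. The same reading of the gene column may account for part of the 445, given the share of 2.1%, and how many of the 729 it explains was not tested.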

How the results depend on the processing

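No test here was chosen only after the result was seen, but counting every listed entry and taking promoters or gene bodies from the annotation are alternatives chosen after seeing the data. Over 240 alternative results, 171 kept their direction and side of the threshold or stayed within 1.5 times the count, 0 became weaker, 2 stronger, 3 reversed and 64 counts or shares moved. No paired analysis was possible because the tables hold no values per replicate. For the same reason the fits without each replicate and with the replicate number as a block were not run. The alternative that asks for a minimum part of a window inside a TE was not run because TE coordinates were not used here. Coverage is unknown here, so its minimum could not be varied.

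With the 4 smaller comparisons taken together, no result changed its side of the threshold or moved by more than 1.5 times when every listed entry was counted, when neighbours were joined, when different genes or TEs were counted, when 50% of a window had to lie inside the gene, or when TEs were set against gene bodies outside TEs. Taken alone, the hypomethylated windows in TEs of S2γ0 vs. S2γ110 went from 1 to 2 when every listed entry or different TEs were counted. The gene processes passed no adjusted test under either alternative.

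A difference above 30% kept fewer windows by construction. Hypermethylated windows numbered 41 in P0γ30 vs. S1γ30, 109 in P0γ30 vs. S2γ30, 512 in S1γ30 vs. S2γ30, 34 in S1γ0 vs. S1γ30, 252 in S2γ0 vs. S2γ30 and 12 in S1γ30 vs. S1γ110. Hypomethylated windows numbered 52, 64, 389, 38, 174 and 11 in the same order and 13 in the 4 smaller comparisons together. An adjusted p of at most 0.01 left 17, 99, 529, 10, 142 and 3 hypermethylated and 33, 58, 411, 20, 92 and 3 hypomethylated windows, and 5 and 4 in the smaller comparisons together.

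The hypermethylated share of S1γ0 vs. S1γ30 reversed to 47.2% above a difference of 30% and to 33.3% at an adjusted p of at most 0.01, without passing the exact binomial test (adjusted p = 0.869 and 0.118, up to 1 over its alternatives), and the cause was not tested. At an adjusted p of at most 0.01 the share of P0γ30 vs. S1γ30 was 34.0% and differed from an even split (adjusted p = 0.0493 by the exact binomial test, from 0.0493 to 1 over its alternatives), and the cause was not tested. The TE difference of P0γ30 vs. S1γ30 reversed to 1.16 percentage points above a difference of 30%, and the cause was not tested. Against windows with at least 3 CG sites, promoters by the annotation were depleted in S1γ0 vs. S1γ30 (odds ratio 0.370, Fisher's exact adjusted p = 0.0315, and 0.180 with neighbours joined). The cause was not tested.

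Promoter-associated windows, 62, 97, 557, 55, 242 and 13 in the same order and 12 in the smaller comparisons together, fell to 33, 41, 231, 25, 94, 6 and 6 when only windows upstream by strand counted, and to 36, 40, 263, 32, 114, 7 and 3 within 1000 bp. Part of these drops comes from windows without a matched gene, which count as neither, as 55, 81, 489, 50, 210 and 12 windows of the first 6 comparisons had one. By the annotation they numbered 17, 32, 152, 17, 65, 6 and 4. Gene-body windows rose by the annotation from 71, 102, 807, 45, 329, 18 and 11 to 153, 221, 1546, 98, 644, 28 and 28, because plus-strand genes then count.

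Genes shared by P0γ30 vs. S2γ30 and S1γ30 vs. S2γ30 numbered 20 hypermethylated and 9 hypomethylated for promoters and 32 and 16 for gene bodies above a difference of 30%. With genes from the annotation, 102 and 64 gene bodies were shared. The other pairs together went from 12 to 5 and to 23 genes. The cause was not tested. Allowing windows within 200 bp moved the same-direction share of S1γ30 vs. S2γ30 and S2γ0 vs. S2γ30 from 100% to 96.9%.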

Differences from the paper's values

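No test in this part was chosen only after the result was seen. Of 145 values of the paper set beside a count from the tables, 92 were equal and 3 differed by more than 1.5 times. With every listed entry counted, an alternative chosen after seeing the values, 127 of 140 values were equal.

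For genes with hypermethylated promoter-associated DMRs shared by P0γ30 vs. S2γ30 and S1γ30 vs. S2γ30, the paper's text gives 18 and the count here is 36, which is also the number of genes in the paper's Table S7. Of the alternatives set before the data were examined, a difference above 30% gave 20, within 1.5 times of the paper's text, and genes from the annotation gave 47, which is not.

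For hypomethylated DMRs in TEs in S2γ0 vs. S2γ110, the paper gives 2 and the count of windows is 1. The number of different TEs, an alternative set before the data were examined, is 2. Counting every listed entry also gives 2, but that was chosen after seeing the values.

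For hypomethylated CHG DMRs above 30% in S2γ0 vs. S2γ30, the paper's supplement gives 1 and the count here is 0. None of the alternatives set before the data were examined bears on this count, and counting every listed entry, chosen after seeing the values, gives 0 too.

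The paper describes promoter-associated DMRs as lying upstream of the gene start. By strand, 436 of the 908 promoter-associated windows with a matched gene lie upstream of it.

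The paper reports GO enrichments that include ribosome biogenesis, RNA splicing and DNA repair. With 4 word lists in place of GO terms, which is another test, 0 of 48 tests had an adjusted p under 0.05 and 0 an unadjusted p under 0.05. Under each of its alternatives, 0 passed after adjustment and 1 had an unadjusted p under 0.05. Without length matching these were DNA repair genes with hypomethylated gene bodies in S1γ30 vs. S2γ30, a comparison for which the paper reports a response to DNA damage (4 genes with 1.01 expected, one-sided permutation p = 0.0197, adjusted p = 0.946). With genes from the annotation, an alternative chosen after seeing the values, these were chromosome organisation genes with hypomethylated promoters in the same comparison (6 genes with 2.32 expected, one-sided permutation p = 0.0269, adjusted p = 1). Few genes were expected in each test, so the power was low and these results do not argue against the paper's enrichments.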

Other observations

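Chosen only after the result was seen were the tests of the number of windows tested, of carry-over from S1 to S2, of positions on chromosomes, of a seed lot or batch, and of recurrence matched on gene bodies.

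Within S1 and within S2, comparisons with γ110 had fewer DMRs than γ0 against γ30. In P0 no DMR was listed for either. A looser Benjamini-Hochberg threshold where more windows pass is argued against as the whole cause. At a common unadjusted p of at most 1.25e-06, 130 windows of S2γ0 vs. S2γ30 and 15 of S2γ30 vs. S2γ110 were listed. Without the common p these comparisons had 771 and 15 windows, so the threshold may account for part of the gap. For S1γ30 vs. S1γ110, S2γ30 vs. S2γ110 and S1γ110 vs. S2γ110, fewer windows tested is argued against too. The smallest number recovered among them was 96.6% of that of S2γ0 vs. S2γ30. For P0γ30 vs. P0γ110 no number was recovered. For γ0 with γ110 the number was recovered in 0 comparisons. However, S2γ0 vs. S2γ30 and S2γ30 vs. S2γ110 were tested at 551237 and 550993 windows. S1γ0 vs. S1γ30 and S1γ110 vs. S2γ110 were tested at 536673 and 546855. The genome has 567185 windows with a CG, so most windows tested with γ0 were also tested with γ110. If a window is tested wherever each group is covered, fewer windows tested is argued against as the main cause in S1 and S2. For P0γ0 vs. P0γ110 it stays open. The spread within the γ110 groups is unknown here and stays open, as does an effect of dose rate.

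Changes in S1γ30 were mostly not found again in S2γ30. Of the windows of P0γ30 vs. S1γ30, 114 were listed in S1γ30 vs. S2γ30 in the opposite direction, where chance values of S1γ30 would give 22.8. Chance values would also give that direction, so only the number of windows departs from them. The 182 windows shared by P0γ30 vs. S2γ30 and S1γ30 vs. S2γ30 exceed the 30.4 that chance values of S2γ30 would give. Changes of S1 carried over to S2 and added to are argued against at most windows of P0γ30 vs. S1γ30 by these 114. In P0γ30 vs. S2γ30, 3.26% were listed again, or 6 windows, where chance values of P0γ30 would give 6.82, a null that may be too high. For windows listed in both P0γ30 vs. S2γ30 and S2γ0 vs. S2γ30, P0γ30 and S2γ0 lay within 0.1 of each other at 97.5%, but these windows were chosen for the change of S2γ30, so this closeness decides nothing. An effect of the exposure history of that group and a seed lot, batch or few parent plants cannot be told apart, because each group has its own history and no values per plant are known here.

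Between S1γ0 vs. S1γ30 and S2γ0 vs. S2γ30, which share no group, 2 windows were listed in both. Random lists matched on CG sites shared 0.232 on average (one-sided permutation p = 0.0239), and lists also matched on gene bodies 0.293 (permutation p = 0.0363). Chance overlap of such lists is argued against only weakly for this pair. The p-values were not adjusted over the pairs tested, and random lists matched on gene bodies shared up to 4 windows. P0γ30 vs. S1γ30 and S2γ0 vs. S2γ30 shared 5 windows, 4 of them in the same direction (permutation p = 0.0001, the smallest these permutations can give, and 0.0002 with lists also matched on gene bodies). S1γ0 vs. S1γ30 and P0γ30 vs. S2γ30 shared 0. Pairs with a γ110 comparison were not tested by permutation. S2γ0 vs. S2γ30 and S1γ110 vs. S2γ110 shared 5 windows, all in the same direction, where independent lists would share 0.0196. S1γ30 vs. S2γ30 and S1γ110 vs. S2γ110 shared 4, also in the same direction, where 0.0472 would be shared. S2γ0 vs. S2γ30 and S1γ30 vs. S1γ110 shared 2, both in the opposite direction. Only 1 of the 2 windows of the first pair went the same way (one-sided exact binomial p = 0.750). Whether γ30 acts alike in S1 and S2 there and an unequal readiness of windows to vary cannot be told apart, since 2 windows cannot reach a p of 0.05.

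By the annotation, DMRs lay in gene bodies more often than windows of the genome did. More CG sites in genes is argued against as the whole cause, since among random lists with as many CG sites the highest share in genes was 60.6%, against 83.8% for S1γ30 vs. S2γ30 (permutation p = 0.001, the smallest these permutations can give). Coverage, which is unknown here, and gene expression were not tested.

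The higher hypermethylated share in TEs in P0γ30 vs. S2γ30 did not come from several entries for a window, as it was present with each window counted once (Fisher's exact test, p = 0.00158). Mapping in repeats was not tested, nor was a biological explanation.

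DMRs gathered in parts of chromosomes. P0γ30 vs. S2γ30 had 70 windows, or 25.7%, on chromosome 5 from 200001 to 5200000, 36 of them hypermethylated and 34 hypomethylated. Random lists matched on CG sites and gene bodies had at most 30 in any span (permutation p = 0.001, the smallest these permutations can give), which argues against chance positions. S2γ0 vs. S2γ30 had 103 windows in the same span, against at most 63, but shares S2γ30. S1γ0 vs. S1γ30 had 26 windows on chromosome 1 from 1600001 to 6600000, against at most 20. S1γ30 vs. S2γ30 had 139 windows in that span of chromosome 1, its densest, where the densest span of a random list held 112 on average (permutation p = 0.001, again the smallest possible). The evidence was weaker for P0γ30 vs. S1γ30, with 23 windows in its densest span where a random list reached 25 (permutation p = 0.004), and absent for S1γ30 vs. S1γ110, with 6 (permutation p = 0.314). The span of S1γ0 vs. S1γ30 held 47 windows of S2γ0 vs. S2γ30, with 39.6 expected (one-sided permutation p = 0.121, lower tail 0.904). The span of S2γ0 vs. S2γ30 held 3 windows of S1γ0 vs. S1γ30, with 6.28 expected (one-sided permutation p = 0.959, lower tail 0.131). Neither count lies beyond the random lists, so whether these parts of the genome respond to γ30 in both S1 and S2 stays open. A candidate explanation is that a few chromosome segments differ between the parents of the groups. It is a hypothesis that was not tested, since genotypes per plant are not analysed here.

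HRD1B, PCMP-H35, ATMYB3R5 and XI-F were named for hypomethylated windows in 4 comparisons each, and VIP4 for hypermethylated windows in 4. For each gene these include P0γ30, S1γ30 and S2γ0 against the same S2γ30 group. The recurrence thus largely counts the levels of that group again. For ATMYB3R5 the window of P0γ30 vs. S1γ30 lies in PRT6, 1993 bp from the named gene. In the authors' deposited table for S1γ30 vs. S2γ30, a window of HRD1B on chromosome 1 from 24160801 to 24161000 fell from 0.324 to 0.0180. No explanation was tested for these genes.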
